# Genome-wide chromatin accessibility analyses provide a map for enhancing optic nerve regeneration

**DOI:** 10.1038/s41598-021-94341-y

**Published:** 2021-07-21

**Authors:** Wolfgang Pita-Thomas, Tassia Mangetti Gonçalves, Ajeet Kumar, Guoyan Zhao, Valeria Cavalli

**Keywords:** Epigenetics in the nervous system, Regeneration and repair in the nervous system

## Abstract

Retinal Ganglion Cells (RGCs) lose their ability to grow axons during development. Adult RGCs thus fail to regenerate their axons after injury, leading to vision loss. To uncover mechanisms that promote regeneration of RGC axons, we identified transcription factors (TF) and open chromatin regions that are enriched in rat embryonic RGCs (high axon growth capacity) compared to postnatal RGCs (low axon growth capacity). We found that developmental stage-specific gene expression changes correlated with changes in promoter chromatin accessibility. Binding motifs for TFs such as CREB, CTCF, JUN and YY1 were enriched in the regions of the chromatin that were more accessible in embryonic RGCs. Proteomic analysis of purified rat RGC nuclei confirmed the expression of TFs with potential role in axon growth such as CREB, CTCF, YY1, and JUND. The CREB/ATF binding motif was widespread at the open chromatin region of known pro-regenerative TFs, supporting a role of CREB in regulating axon regeneration. Consistently, overexpression of CREB fused to the VP64 transactivation domain in mouse RGCs promoted axon regeneration after optic nerve injury. Our study provides a map of the chromatin accessibility during RGC development and highlights that TF associated with developmental axon growth can stimulate axon regeneration in mature RGC.

## Introduction

Retinal Ganglion Cells (RGCs) in the retina receive visual information from bipolar cells and transmit it to several regions in the brain via axons projecting into the optic nerve. RGCs originate from retinal precursor cells and most of them are born between E11 and E20^1^. Transcription factors (TFs) such as Pax6, Math5, Pou4f2, form a hierarchical network that regulates RGC differentiation from retinal precursors in space and time. Once differentiated, RGCs grow their axons towards the brain through the optic nerve. Early born RGCs (born before E16) arrive at the superior colliculus before birth while late born RGCs (born after E16) arrive at the superior colliculus at P4/P5^2^. Right before eye-opening (P12), all RGCs have formed stable synapses with their brain targets, providing a functional visual system. The maturation of the visual system correlates with a decrease in the regenerative capacity of RGCs. Therefore, RGC injury in adult mammals is followed by axon regeneration failure and a degeneration process that leads to cell death. As a result, diseases that cause optic nerve damage such as traumatic optic neuropathy, glaucoma, or optic nerve ischemia result in an irreversible loss of vision. Identifying molecular and cellular mechanisms that increase survival and regeneration of RGC may offer new treatment strategies for patients with glaucoma or other types of optic neuropathies.

RGCs lose their capacity to grow axons after birth^3,4^. Axon growth capacity in rat RGCs peak at embryonic day 21 (E21), and start declining after birth reaching their minimum growth potential at postnatal day 11 (P11), right before eye-opening^4^ suggesting that the axon growth program is substituted by a synapse function program. Isolation of RGCs by immunopanning^5^, laser microdissection^6^, and cell sorting^7^ has enabled the identification of gene expression changes between these developmental stages and the differences in axon growth capacity between RGC subtypes. Multiple TFs that promote axon growth, such as CREB^6^, SOX11^8^ and KLF7^5^ are downregulated during RGCs development. Other TFs that inhibit axon growth such as KLF4 and KLF9 are upregulated during development^5^. Overexpressing KLF7 and Sox11, or deleting KLF4 and KLF9 promotes axon regeneration after optic nerve injury^5,8–11^. Activating the CREB pathway by injecting compounds that mimic cAMP promotes modest regeneration after optic nerve injury^12,13^. Overexpressing CREB fused to the VP16 transactivation domain promotes some axon regeneration in sensory neurons after spinal cord injury^14^, but the effect of CREB expression in RGCs has not been tested. It has been shown that chromatin accessibility of some TF binding sites, such as KLF7 binding site, is limited in mature cortical neurons, and that the transactivation domain VP16 is needed to boost KLF7 activity in promoting regeneration^9,15^. Therefore, chromatin accessibility may represent another epigenetic mechanism controlling the axon regeneration program. Proteins that modify chromatin accessibility, such as histone deacetylases and histone acetyltransferase have also been shown to play a role in sensory neuron^16–20^ and RGC^21–24^ regeneration. The interplay of TFs and chromatin accessibility regulates the expression levels of downstream genes such as *Gap43* and *Tubb3* whose final location is at the growth cone^25^. Some of these downstream genes may also regulate signaling pathways that control metabolism. Activating pathways that control endosome recycling, cell growth, and ribosome biogenesis such as overexpressing protrudin-1^26^ to mobilize endosomes into axons or deleting key regulators such as PTEN, IL22 or SOCS3 to stimulate the mTOR and STAT3 pathways^27–29^ promotes abundant axon regeneration. Therefore, the interactions of genes that control growth cone dynamics and cell metabolism increase the axon growth capacity of RGCs. Altogether, these studies point to the complex network of regenerative associated genes, epigenetics, TFs and downstream genes regulating the decline in axon growth capacity during RGC development.

Analysis of chromatin accessibility has previously resulted in the prediction of target genes of TFs, the hierarchy of TFs in a given network, and the discovery of TFs with novel roles in developmental biology^30^. Understanding the hierarchical order of these TFs and unraveling the chromatin accessibility at different developmental stages may allow the reprogramming of adult RGCs for axon growth. Here we performed a comprehensive characterization of the gene expression, chromatin accessibility and nuclear proteome during the critical developmental period of axon growth decline in rat RGCs (E21 vs P11) using RNA-seq, ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) and liquid chromatography–mass spectrometry (LC–MS). We found that gene expression changes correlate with chromatin accessibility changes at the promoter region. Proteomic analysis identified the expression of TFs with potential role in axon growth such as CREB, CTCF, YY1, and JUND. Interestingly, CREB binding sites were significantly enriched in the open chromatin regions specific to the E21 RGCs. Overexpressing CREB fused to a VP64 transactivation domain in RGCs induced axon regeneration after optic nerve injury, mimicking the axon growth capacity of embryonic neurons. Our data provides a road map of the chromatin accessibility during RGC development and highlights that manipulating TFs associated with developmental stages with high growth potential can stimulate axon growth in adulthood.

## Results

### Genetic programs that control axon growth are downregulated during RGC development

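RGCs were purified by immunopanning, in which dissociated retinal cells are passed over antibody-coated plates. Here one plate removed macrophages and a plate coated with an antibody against Thy1 then retained the RGCs. RNA from RGCs of rats at embryonic day 21 (E21) and postnatal day 11 (P11) was depleted of ribosomal RNA and sequenced from 4 independent litters per stage, giving 8 libraries. The authors trimmed the reads with Cutadapt, filtered them with PRINSEQ, aligned them to the rat genome build Rnor_6.0 with STAR and counted them on genes with HTSeq. They deposited the whole-number counts of each library without normalization. The paper's text does not name the annotation release or whether the counting used the strand. Between 13899299 and 20116017 reads were counted on genes in the E21 libraries, with a median of 17366421, and between 14780002 and 17756824 in the P11 libraries, with a median of 16068116. The depth of the stages could not be told apart (exact permutation test, two-sided, p = 0.543). Alignments to more than one place were set aside by the counting, so genes with near-identical copies are undercounted. They made up 40.3% ± 2.04 (SD, n = 4) of the records at E21 and 34.7% ± 2.14 (SD, n = 4) at P11. This difference gave p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 libraries against 4 allow, and 0.0429 after Benjamini-Hochberg adjustment over 9 measures of the libraries. A floor of 3 counts corresponded to between 0.149 and 0.216 CPM (counts scaled to a common library size by edgeR) across the libraries. Reads without molecular identifiers are not independent molecules, so such floors cover counting error only. Each library was used as a separate replicate because the litters were independent. No pair of libraries of one stage matched within sampling noise, as repeated sequencing of one library would (chi-square per degree of freedom between 2.86 and 8.12 over genes). The counts were normalized with edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p below 0.01 and a log2 fold change, E21 over P11, beyond 1 in either direction, which are the paper's thresholds. Genes with too few counts to test were left out by edgeR's expression filter. Expression is given below as TMM-normalized CPM, with the SD over 4 libraries. Of the 32623 Ensembl gene IDs, 1998 could be paired with a gene symbol through Supplementary File 1, and these took 12.5% of the counted reads. Gene families could be examined only among these named genes.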

To determine the transcriptional changes that occur between embryonic 21 days (E21) and postnatal 11 days (P11) RGCs, RNA was extracted from immunopanned RGCs and sequenced in four independent replicates. We identified 3,646 genes differentially regulated (log_2_ fold change > 1 and Benjamini–Hochberg corrected p value < 0.01) between E21 and P11 RGCs (Fig. 1A, Supplementary Fig. 1A, and Supplementary File 1). 

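Of 14043 genes tested, 3462 passed both thresholds in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count moved most when the change was tested against the fold threshold itself with edgeR's glmTreat, which called 2317 genes. With each library left out in turn, the count stayed between 3446 and 3600. Among the named genes, 1779 were tested and 424 passed. Of these, 135 genes higher at E21 and 286 genes higher at P11 are also past both thresholds in the table of Supplementary File 1. That table calls 38 named genes that were not called here, and all 38 had fewer counts than the expression filter required. No gene was called in opposite directions. The median absolute difference between the log2 fold changes and those of the paper's table was 0.000428 across the named genes tested.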

There were 1,116 genes differentially upregulated and 2,530 genes downregulated at E21 (Supplementary Fig. 1B). 

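The genes past both thresholds divided into 1146 higher at E21 and 2316 higher at P11. Scaling by library size alone, in place of TMM, gave 1035 and 2434. All 4 libraries of one stage lay above all 4 of the other for 1140 of the genes higher at E21 and 2307 of those higher at P11, which follows largely from their selection on the same libraries. The division depended on the level of expression, since 77.5% of the called genes were higher at P11 in the lowest tertile of mean expression, 60.7% in the middle one and 49.8% in the highest. The largest changes were ranked among genes with separate libraries and at least 100 counts in every library of the higher stage. At E21 the largest was Gpc2 (ENSRNOG00000001367), which encodes a glypican, at 533 ± 13.3 CPM against 6.51 ± 3.03 CPM at P11. Its log2 fold change was 6.32 (standard error 0.22, adjusted p = 9.33e-08 from edgeR's quasi-likelihood test). The log2 fold change was 5.95 (standard error 0.19) for ENSRNOG00000009556 and 5.01 (standard error 0.15) for ENSRNOG00000009052, IDs that are not paired with a name. The gap junction gene Gja1 (ENSRNOG00000000805) followed at 4.92 (standard error 0.21), with 26.8 ± 4.15 CPM at E21 and 0.885 ± 0.477 CPM at P11. In the other direction, ENSRNOG00000008807 had no counts in any E21 library and 13.6 ± 2.51 CPM at P11, at least 62.9-fold higher at P11. ENSRNOG00000011144 rose from 0.102 ± 0.0942 CPM at E21 to 110 ± 31.6 CPM at P11, a log2 fold change of -9.95 (standard error 0.53, adjusted p = 2.03e-06 from the same edgeR test). Each of these genes had every library of one stage above every library of the other.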

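The IDs of the pan-RGC markers could not be paired with names, so their level against other cells was not analysed here. Of the marker genes of other retinal cells that the paper names, those that could be paired were Ptprc for microglia, Gfap for astrocytes and Müller cells, Rcvrn for photoreceptors and Prox1 for amacrine cells. Ptprc (ENSRNOG00000000655) had between 1 and 6 counts per library, 0.162 ± 0.0701 CPM at E21 and 0.209 ± 0.169 CPM at P11, and the stages were not distinguishable at this depth (exact permutation test, two-sided, p = 0.543, n = 4). Gfap (ENSRNOG00000002919) had at most 3 counts in any library and was at or below the floor at both stages. Neither gene had enough counts for the test across genes. Rcvrn (ENSRNOG00000003633) was at 4.43 ± 0.890 CPM at E21 and 7.99 ± 1.64 CPM at P11, with a log2 fold change of -0.85 (standard error 0.17, adjusted p = 2.69e-04, edgeR), under the fold threshold. Prox1 (ENSRNOG00000003694) was at 5.97 ± 0.518 CPM at E21 and 2.63 ± 0.296 CPM at P11, with a log2 fold change of 1.18 (standard error 0.15, adjusted p = 1.60e-06, edgeR), a call that was lost when the change was tested against the fold threshold. Among further markers from a list of retinal cell types, the photoreceptor gene Pde6b rose from 0.123 CPM at E21 to 6.52 CPM at P11, a log2 fold change of -5.69 (adjusted p = 4.47e-09, edgeR). The amacrine cell gene Gad1 rose from 0.856 CPM to 13.8 CPM, a log2 fold change of -4.03 (adjusted p = 9.04e-10, edgeR), and the bipolar cell gene Prkca had a log2 fold change of -1.19 (adjusted p = 4.21e-12, edgeR). For Pde6b, Gad1 and Prkca every P11 library lay above every E21 library. Prkca was at 38.3 CPM at E21 and 87.5 CPM at P11. Pax6 was at 432 and 305 CPM, and the paper names it in RGC differentiation, so its level cannot be read as that of other cells. Grm6 (0.82), Pax6 (0.50) and Arr3 (-0.30) had log2 fold changes under the fold threshold, and Aif1, Sox9, Pcp2 and Lhx4 had too few counts for the test. Outside the retinal neurons, the mural cell markers Rgs5 (1.47 CPM at E21, 232 CPM at P11) and Notch3 (2.12 and 176 CPM) were far higher at P11. The fibroblast markers Col3a1 (0.987 and 136 CPM) and Col1a1 (1.54 and 56.1 CPM) also rose, while Pdgfra, on the same list, was higher at E21. RNA of such cells in the P11 preparations remains a hypothesis.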

RNA expression analysis showed that RGC marker genes such as *Pou4f1* and *RBPMS* were highly enriched compared to markers of microglia, astrocyte, Muller cells, photoreceptor, bipolar, and amacrine cells (Supplementary Fig. 1C), as expected from previous publications reporting 99% purity of RGCs derived from this immunopanning technique^4^. We also observed that many of the marker genes for RGC subtypes identified by single cell sequencing, such as *Opn4* (intrinsically photosensitive RGCs, ipRGCs), *Nefh* (αRGCs) and *Cartpt* (ON–OFF directional sensitive RGCs, ooDSGCs)^7^, were expressed at lower levels at E21 and were significantly upregulated at P11 (Supplementary Fig. 1C ). This suggests that E21 RGCs are not fully differentiated and that RGCs lose their capacity to grow axons during their differentiation into different subtypes. Interestingly, some RGC subtypes such as ipRGCs and, especially, αRGCs retain some axon growth capacity while others such as ooDSGCs do not^7,31^.

**Figure 1:**
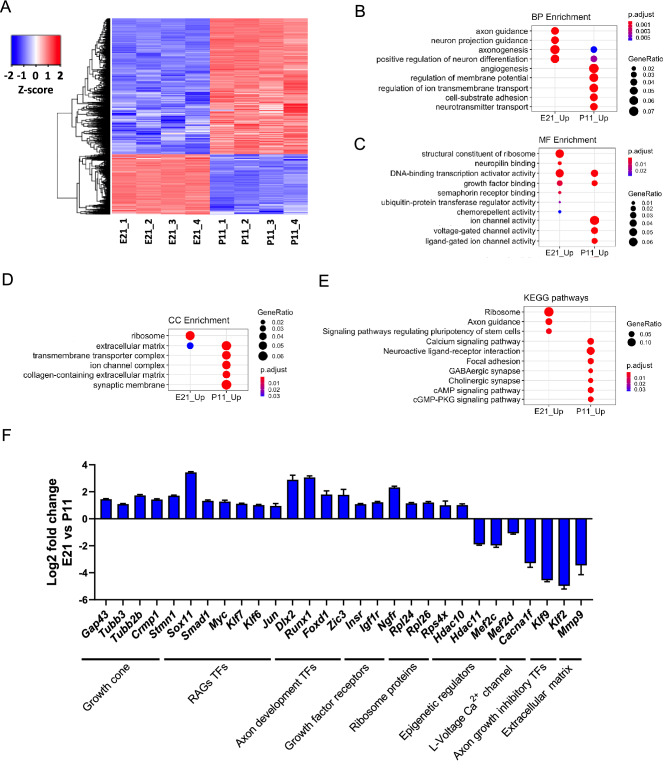
RNA-seq analysis of E21 and P11 purified RGCs. **(A)** Differentially expressed genes (DEGs) between E21 and P11. The cut off for DEGs displayed in the figure was log2 fold change > 1 and false discovery rate (FDR) adjusted p values < 0.01, which includes a Benjamini–Hochberg correction. Red represents gene expression above average expression level across all samples. Blue represents gene expression below average expression level across all samples. A total of 3,646 genes were differentially expressed, 1116 upregulated and 2530 downregulated in E21. **(B–D)** Gene ontology (GO) analysis of the DEGs. A subset of the most  significantly enriched GO terms in **(B)** biological processes (BP), **(C)** molecular functions (MF) and **(D)** cellular component (CC) are represented. GO terms with a FDR corrected p value < 0.05 were considered as significant. **(E)** KEGG pathways analysis of DEGs. A subset of the twelve most significantly enriched pathways are represented. **(F)** Gene expression change between E21 and P11 of key individual genes from the most relevant pathways to axon growth in **(B–D)**.

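Gap43 (ENSRNOG00000001528), the only gene of the growth cone group in Fig. 1F whose ID could be paired with its name, was at 1711 ± 44.0 CPM in E21 RGCs and 623 ± 30.8 CPM in P11 RGCs. The log2 fold change was 1.46 (standard error 0.04, adjusted p = 2.48e-14, edgeR), and it stayed between 1.42 and 1.48 with each library left out in turn. Axon guidance genes were taken by symbol as the semaphorins, plexins, neuropilins, Slits, Robos, netrins, ephrins and their receptors, of which 6 were named and tested. None of the 6 passed both thresholds as higher at E21, against 138 of 1773 other named genes (odds ratio 0.908 with 0.5 added to each cell, adjusted p = 1, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 22 family tests). At an unadjusted p below 0.05, 2 of the 6 were higher at E21 and 4 were higher at P11. Semaphorin 5b and the netrin receptor gene Unc5b passed both thresholds as higher at P11. The paper lists both under its axonogenesis term at P11. Sema5b (ENSRNOG00000002238) was at 3.74 ± 1.06 CPM at E21 and 20.9 ± 1.80 CPM at P11, a log2 fold change of -2.47 (standard error 0.15, adjusted p = 3.65e-10, edgeR). The odds ratio lay above 1 under several alternatives, of which glmTreat moved it most, to 1.54, with no member past the thresholds in any of them.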

Gene Ontology (GO) analysis revealed that Biological Processes (BP) related to axon guidance and axonogenesis are enriched at E21 (Fig. 1B, Supplementary File 2), including genes whose protein products are localized in RGC growth cones such as CRMP1, STMN1, GAP43, and β-tubulins, aligning with an essential role in axon growth and pathfinding in E21 RGCs (Fig. 1F). GO Molecular Function revealed enrichment at P11 of genes related to voltage-gated channels, including the L-type calcium channel Cav 1.4 subunit (*Cacna1f*) (Fig. 1C,F, Supplementary File 2) aligning with their role in synapse function and neuronal activity at P11. It is noteworthy that prior studies have shown that voltage gated ion channels, specifically L-type calcium channels, suppress axon regeneration in sensory neurons^32^. 

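The ID of Cacna1f could not be paired with its name, and its counts were not analysed here. Voltage-gated channel genes were taken by symbol alone, as subunits of voltage-gated calcium, sodium and potassium channels and of HCN channels. The 6 named and tested include Cacng4 and Cacng5, whose role as channel subunits was not checked. Of the 6, Kcnc2 and Kcnv1 passed both thresholds as higher at P11, against 284 of 1773 other named genes (odds ratio 2.62, adjusted p = 0.608, Fisher's exact test), and no enrichment was detected. The log2 fold changes of the 6 genes ranged from -1.68 to 0.84, and 5 of them were negative. Kcnc2 (ENSRNOG00000004077) was at 33.0 ± 2.52 CPM at E21 and 106 ± 13.0 CPM at P11, with a standard error of 0.09 on its log2 fold change (adjusted p = 2.14e-09, edgeR).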

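Transcription factor genes were recognised by the symbols of sequence-specific families such as Sox, Klf, Fox, Pou, Dlx and Runx, and 29 were named and tested. At E21, 4 of them passed both thresholds, against 134 of 1750 other named genes (odds ratio 1.93, adjusted p = 0.610, Fisher's exact test). At P11, 8 passed, against 278 of the 1750 others (odds ratio 2.02, adjusted p = 0.439, Fisher's exact test). Neither enrichment was significant among the named genes. In limma's camera test, the median log2 fold change of the 29 genes was 0.0011, too close to 0 to give a direction (adjusted p = 0.721). Among those higher at P11, Hes1 had a log2 fold change of -5.78 (standard error 0.36, adjusted p = 1.59e-08, edgeR). Nfix (ENSRNOG00000002983) had at most 1 count in any E21 library and 3.65 ± 0.914 CPM at P11, at least 16.9-fold higher at P11.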

GO analysis for Molecular Function also showed an enrichment of genes related to transcription factors at both E21 and P11 (Fig. 1C, Supplementary File 2). We observed E21 upregulation of TF genes with known role in optic nerve axon regeneration such as *Sox11*, *Klf6*, *Myc*, and *Klf7*, and also other TFs such as *Dlx2*, *Runx1*, *Foxd1*, *Zic3*, and *Isl1* with described role in axon growth development. 

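The IDs of Dlx2 and Runx1 could be paired with their names. Runx1 (ENSRNOG00000001704) was at 73.9 ± 8.46 CPM in E21 RGCs and 8.84 ± 1.82 CPM in P11 RGCs, a log2 fold change of 3.06 (standard error 0.13, adjusted p = 6.93e-10, edgeR). Dlx2 (ENSRNOG00000001519) was at 3.49 ± 0.276 CPM and 0.473 ± 0.129 CPM, a log2 fold change of 2.87 (standard error 0.24, adjusted p = 7.99e-09, edgeR). For each gene, all 4 E21 libraries lay above all 4 P11 libraries, and the call held in all 8 fits that left out one library.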

Interestingly, αRGCs have higher levels of *Myc* in postnatal stages compared to other subtypes^33^, suggesting high Myc expression levels in αRGCs may partially explain their higher axon growth capacity. 

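Genes of histone deacetylases, sirtuins, histone acetyltransferases, methyltransferases and demethylases, and DNA methylation enzymes were taken as epigenetic regulators, and 11 were named and tested. None of the 11 passed both thresholds, against 424 of 1768 other named genes (odds ratio 0.138 with 0.5 added to each cell, adjusted p = 0.337, Fisher's exact test). At an unadjusted p below 0.05, 6 of them were higher at E21 and 1 was higher at P11. Their log2 fold changes ranged from -0.35 for Tet1 to 0.84 for Prmt2. Hdac2 (ENSRNOG00000000604) had a log2 fold change of 0.81 (standard error 0.04, adjusted p = 4.35e-11, edgeR), larger than its replicate error but under the fold threshold. The IDs of Hdac10 and Hdac11 could not be paired with their names.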

We did not observe major changes in genes related to epigenetic regulation, with few exceptions such as *HDAC10,* which is upregulated at E21 and *HDAC11,* which *is* downregulated at E21. We also observed postnatal upregulation of the MEF2 family of TFs, which are known to work together with class IIa HDACs such as HDAC5^34^. Whereas HDAC5 promotes optic nerve regeneration^23^, deleting MEF2 members promotes RGC survival but not axon regeneration after optic nerve injury^35^. 

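Receptors of growth factors were taken by symbol, and 6 of their genes were named and tested, Flt1, Flt4, Tgfbr3, Egfr, Kit and Pdgfra. Pdgfra alone passed both thresholds as higher at E21, against 137 of 1773 other named genes (odds ratio 2.39, adjusted p = 0.651, Fisher's exact test). Flt1, Flt4, Tgfbr3 and Egfr passed as higher at P11, against 282 of the 1773 others (odds ratio 10.6, adjusted p = 0.0413, Fisher's exact test). This enrichment at P11 was stronger with glmTreat (odds ratio 14.6, adjusted p = 0.0194, Fisher's exact test) and was lost without the expression filter (adjusted p = 0.0511, Fisher's exact test), within tertiles of mean expression (adjusted p = 0.225, exact test) and in limma's camera test (adjusted p = 0.563). With at least 10 counts required in every library only 3 of the 6 genes remained, since that filter removes genes with few counts at E21 such as Flt1, so its result (adjusted p = 0.750, Fisher's exact test) does not speak against the enrichment. In the camera test, the median log2 fold change of the 6 genes was -1.64, opposite to an enrichment at E21. The paper lists growth factor binding at both stages, with Pdgfra among its 20 genes at E21. Its 50 genes at P11 include Flt1, Flt4, Tgfbr3 and Egfr, so the P11 result does not go against the paper. Those lists come from the same counts and are no separate test. Pdgfra (ENSRNOG00000002244) was at 13.3 ± 2.05 CPM at E21 and 5.55 ± 0.526 CPM at P11, a log2 fold change of 1.26 (standard error 0.13, adjusted p = 1.06e-07, edgeR) that was not past the thresholds when tested against the fold threshold itself. Flt1 (ENSRNOG00000000940) was at 0.152 ± 0.111 CPM at E21 and 3.65 ± 1.25 CPM at P11, a log2 fold change of -4.44 (standard error 0.41, adjusted p = 6.39e-08, edgeR), with its highest value, 5.29 CPM, in P11 replicate 4. Flt1 is also on the list of endothelial markers used here, so its rise cannot be told apart from RNA of vessel cells. The IDs of Insr, Igf1r and Ngfr could not be paired with their names.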

The Molecular Function GO analysis also showed enrichment of genes related to growth factor binding. We observed some key growth factor receptors genes upregulated in E21 such as *Insr*, *Igf1r* and *Ngfr*, which may contribute to a higher activation of PI3K/mTOR pathway at this stage providing a higher axon growth potential. 

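Genes of enzymes of sterol, fatty acid, triglyceride and phospholipid synthesis were taken as lipid synthesis genes, and 10 were named and tested. Cds1, Agpat3 and Hsd17b7 passed both thresholds in either direction, against 421 of 1769 other named genes (odds ratio 1.37, adjusted p = 0.868, Fisher's exact test). Over the alternatives the odds ratio ranged from 0.544, when genes were tested against the fold threshold itself, to 1.87, with at least 10 counts in every library, and it was 1.80 without a filter, 1.56 within tertiles of mean expression and 0.813 without P11 replicate 2. Cds1 (ENSRNOG00000002142) was at 13.2 ± 0.686 CPM in E21 RGCs and 40.7 ± 1.68 CPM in P11 RGCs, a log2 fold change of -1.62 (standard error 0.07, adjusted p = 7.83e-13, edgeR), and among the P11 libraries replicate 4 lay apart at 38.2 CPM. Hsd17b7 (ENSRNOG00000002826) was at 26.6 ± 1.67 CPM and 12.7 ± 1.53 CPM, a log2 fold change of 1.07 (standard error 0.09, adjusted p = 5.70e-09, edgeR), which was 0.98 without P11 replicate 2 and then under the fold threshold. The other 7 genes were not past the thresholds. The ID of Zfyve27 could not be paired with its name.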

Surprisingly, we did not observe a differential expression of genes related to lipid metabolism such as protrudin-1 (*Zfyve27*) suggesting that these changes may happen later during development. Cellular components (CC) enriched at E21 are predominantly related to ribosomes suggesting active cell growth at this stage (Fig. 1D, Supplementary File 2). 

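Genes of cytosolic ribosomal proteins were taken by symbol, and 8 were named and tested. All 8 had a positive log2 fold change, from 0.82 to 1.20, and each had an adjusted p below 0.01. Rpl24, Rpl26, Rplp0 and Rps27a also passed the fold threshold, so that 4 of 8 were called higher at E21, against 134 of 1771 other named genes (odds ratio 12.2, adjusted p = 0.0139, Fisher's exact test). With genes tested against the fold threshold itself, the odds ratio was 6.87 and no longer significant (adjusted p = 0.282, Fisher's exact test). Across the fits that each left out 1 library, it ranged from 12.0 to 21.4, with 4 or 5 of the 8 genes called. The median log2 fold change of the family was 1.02 with TMM and was between 0.96 and 1.01 under the other scalings tried. Genes of mitochondrial ribosomal proteins, tested for comparison, had log2 fold changes from -0.69 to 0.30, and none of 9 was past both thresholds in either direction. At an unadjusted p below 0.05, 1 of these 9 was higher at E21 and 4 were higher at P11, and the median was negative under every scaling tried. Ribosomal protein genes have near-identical copies in the genome, and the reads they share with such copies were set aside by the counting.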

A decline in ribosome gene expression has been observed during neuronal development and has been related to the loss of axon growth capacity^36^. Multiple ribosome genes are downregulated in P11 including *Rpl24* and *Rpl26*, which have been previously implicated in axon growth decline during development^37^. 

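Rpl24 (ENSRNOG00000001611) was at 228 ± 16.5 CPM in E21 RGCs and 103 ± 5.51 CPM in P11 RGCs, with a log2 fold change of 1.14 (standard error 0.05, adjusted p = 7.77e-12, edgeR). Rpl26 (ENSRNOG00000004214) was at 53.9 ± 3.46 CPM and 23.4 ± 1.08 CPM. Its standard error was 0.06 (adjusted p = 1.76e-11, edgeR). Tested against the fold threshold itself, Rpl24 was not past the threshold of 0.01 (adjusted p = 0.0119, edgeR). Rps4x (ENSRNOG00000003201), which Fig. 1F also shows, was at 174 ± 10.1 CPM and 88.5 ± 8.48 CPM. Its log2 fold change of 0.98 (standard error 0.06, adjusted p = 1.37e-09, edgeR) lay under the fold threshold, and was past it at 1.01 without E21 replicate 1 and at 1.04 without P11 replicate 4. All 4 E21 libraries lay above all 4 P11 libraries for each of these genes.

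**Figure D1:**
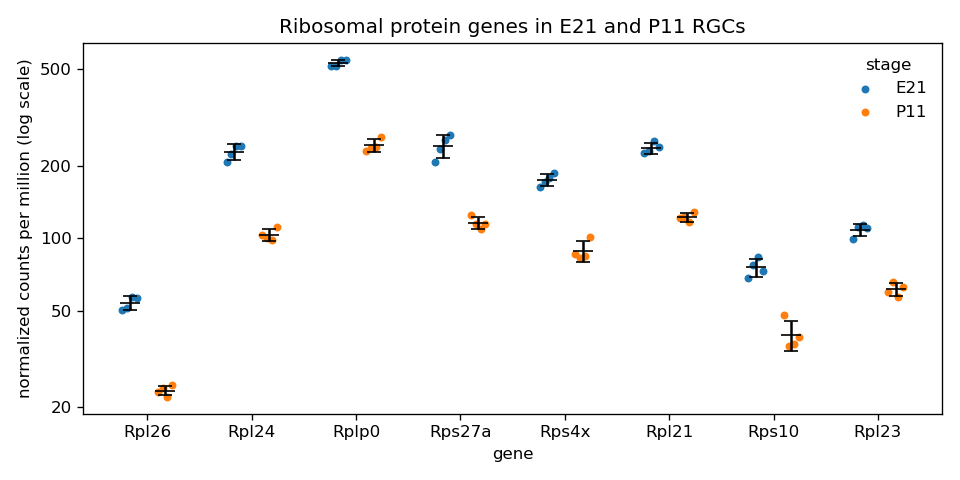
TMM-normalized expression in CPM, on a log scale, of the 8 named ribosomal protein genes in each of 4 E21 libraries (blue) and 4 P11 libraries (orange), with bars at the mean ± SD. Every E21 library lies above every P11 library for each gene, as for Rpl24 at 228 CPM against 103 CPM on average.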

Genes related to extracellular matrix were also enriched at P11 (Fig. 1D, Supplementary File 2) suggesting that RGCs regulate their surrounding extracellular matrix during development. 

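Genes of collagens, laminins, other matrix glycoproteins and proteoglycans, and matrix-processing enzymes were taken by symbol, and 23 were named and tested. Of these, 18 passed both thresholds as higher at P11, against 268 of 1756 other named genes (odds ratio 20.0, adjusted p = 1.10e-09, Fisher's exact test). In the other direction, Col26a1 and Adamts4 passed as higher at E21, against 136 of the 1756 others (odds ratio 1.13, adjusted p = 0.868, Fisher's exact test). Col3a1 (ENSRNOG00000003357) had the largest estimated change, from 0.987 ± 0.330 CPM at E21 to 136 ± 39.7 CPM at P11. Its log2 fold change was -7.13 (standard error 0.39, adjusted p = 2.37e-06, edgeR). Its values in P11 replicates 1 to 4 were 129, 132, 93.0 and 189 CPM. Col26a1 (ENSRNOG00000001422) was at 4.82 ± 0.565 CPM at E21 and 1.51 ± 0.652 CPM at P11, a log2 fold change of 1.65 (standard error 0.23, adjusted p = 5.54e-06, edgeR). The matrix genes had a weak tendency to vary together between the P11 libraries, with a mean pairwise correlation of 0.117 that lay at the 98.3 percentile of 10000 random lists of genes matched on expression. Of the 18 genes higher at P11, 10 had their highest P11 value in replicate 4. Col3a1 and Col1a1 were also on the list of fibroblast markers used here. Matrix expression by RGCs at P11 cannot be told apart from RNA of other cells by these values.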

We observed that P11 RGCs upregulate matrix metalloproteinase 9 (*MMP9*) which is known to regulate cell death in these cells^38^. Whether the interplay between RGCs and surrounding cells during development affects axon growth capacity is unknown. 

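Subunits of GABA-A, glycine, ionotropic glutamate, nicotinic and P2X receptors, which are channels opened by neurotransmitters, were taken as ligand-gated channel genes, and 14 were named and tested. At P11, 10 of the 14 passed both thresholds, against 276 of 1765 other named genes (odds ratio 13.5, adjusted p = 6.03e-05, Fisher's exact test). The log2 fold change was negative for 13 of the 14 genes, with a median of -2.16, and the median stayed between -2.16 and -2.21 under the other scalings tried. Gabrg1 (ENSRNOG00000002360) changed most, from 0.635 ± 0.209 CPM in E21 RGCs to 18.2 ± 2.56 CPM in P11 RGCs, a log2 fold change of -4.79 (standard error 0.18, adjusted p = 4.38e-13, edgeR). Grik2 was higher at E21, with a log2 fold change of 0.61 (standard error 0.08, adjusted p = 2.92e-06, edgeR) under the fold threshold.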

KEGG (Kyoto Encyclopedia of Genes and Genomes biological) pathway analysis^39–41^ corroborated that pathways related to ribosome function and axon guidance are enriched in E21, whereas neurophysiological pathways typical of synapse function are enriched in P11 (Fig. 1E, Supplementary File 2). This transcriptional analysis reveals that, as expected, E21 RGCs are in an active axon growth stage, whereas P11 RGCs have established synapses and downregulated the axon growth program.

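Over the 10 families of named genes and their 22 tests, 4 tests had an adjusted p below 0.05, those of ribosomal protein genes at E21 and of ligand-gated channel, extracellular matrix and growth factor receptor genes at P11. The test of growth factor receptor genes was lost without a filter, within tertiles of mean expression and in limma's camera test. It was also lost with at least 10 counts required in every library, where only 3 of the 6 genes remained. The test of ribosomal protein genes was lost when genes were tested against the fold threshold itself. Those of ligand-gated channel and extracellular matrix genes stayed below 0.05 in every alternative run. For the matrix genes, expression by RGCs cannot be told apart from RNA of other cells. The families hold only the members that could be named, and no test of the growth cone genes as a family was made. From the terms and pathways for axon guidance, axonogenesis and ribosomes at E21 and for channels and synapses at P11, the paper concludes that RGCs are growing axons at E21 and that by P11 they have formed synapses and lowered the expression of the growth program. The paper's term lists also hold axonogenesis at P11, with 76 genes against 61 at E21.

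**Figure D2:**
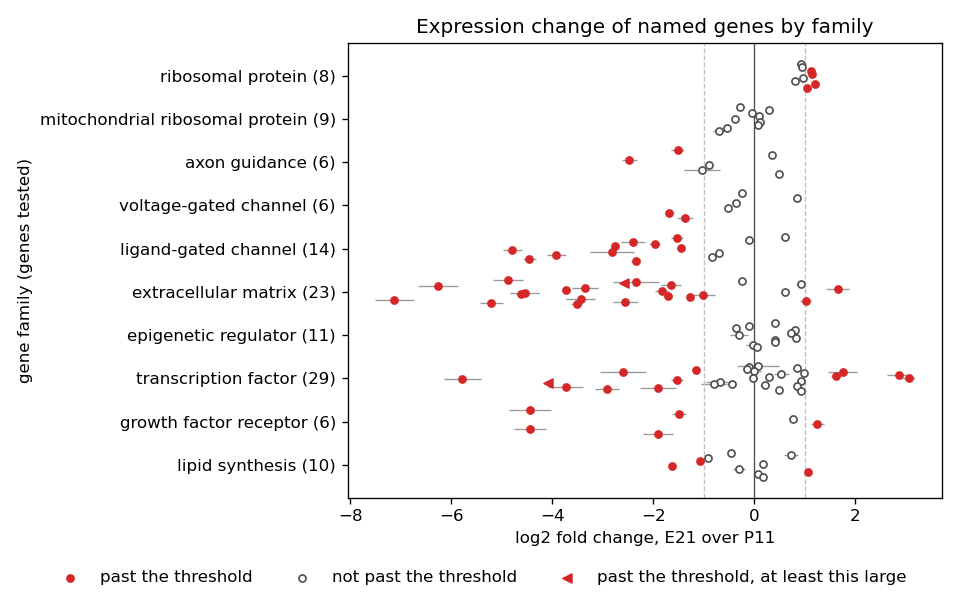
log2 fold change (E21 over P11) of every named and tested gene of 10 families, each point 1 gene with a bar of 1 standard error, filled red where it is past both thresholds and open where it is not. Triangles mark genes with at most 3 counts in every E21 library, drawn at the smallest change these counts allow. Dashed lines mark the fold threshold of 1 in each direction, and the 8 ribosomal protein genes lie between 0.82 and 1.20.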

### Changes in gene expression correlate with changes in chromatin accessibility at the promoter regions during RGC development

To determine the changes in chromatin accessibility between embryonic and postnatal RGCs, immunopurified rat E21 and P11 RGCs were processed for ATAC-seq (n = 2 independent rat litters per developmental stage). DNA libraries were sequenced generating 40.9 ± 3.6 million reads. ATAC-seq Integrative Analysis Package (AIAP) was used for sequence quality assurance, mapping, open chromatin region (OCRs) calling, and downstream differential open chromatin analysis^42^. We obtained a total of 33.8 ± 2.5 million mapped reads and 28.5 ± 2.6 million non-redundant unique mapped reads. We identified 150 ± 17.3 thousand OCRs for each sample^43^ and they were enriched near transcription start sites (TSS) (Fig. 2A). PCA analysis of the OCRs present in each of the four samples demonstrated that embryonic and postnatal replicates clustered separately (Supplementary Figure S2A). Pearson correlation coefficient (PCC) between the per-genomic region read count vectors at 1 kb and 5 kb resolution for each pair of samples was used to assess the global similarity between biological replicates. The two biological replicates from each developmental stage were highly correlated at both 1 kb (R > 0.96, P < 2.2e−16, Supplementary Fig. 2B) and 5 kb resolutions (R > 0.97, P < 2.2e−16; data not shown), highlighting the quality and reproducibility of the data. The distribution of all the OCRs in genomic features (promoters, UTR, exon, intron, downstream, and intergenic) were similar among all the samples (Supplementary Fig. 2C).

**Figure 2:**
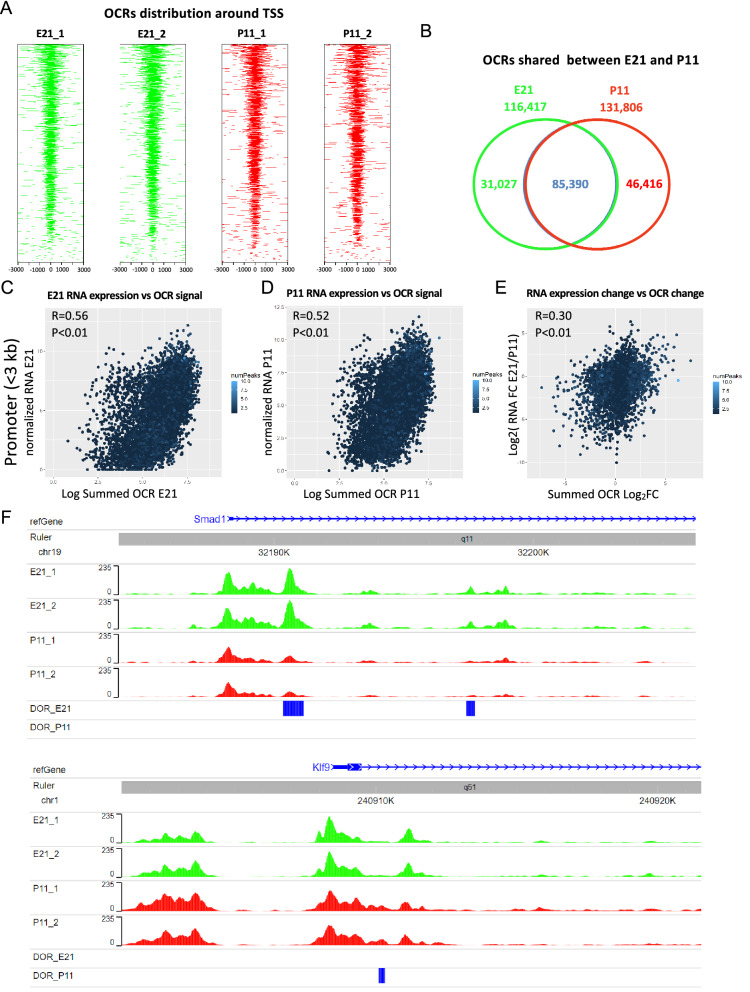
Chromatin accessibility changes at the promoter region, defined as < 3 kb from the transcription start site (TSS), correlate with gene expression changes. **(A)** The distribution of open chromatin regions (OCRs) with respect to the closest gene TSS in the 4 RGC samples is represented. The number of genes plotted for each sample was 11,310 (E21_1), 11,572 (E21_2), 11,449 (P11_1), and 11,542 (P11_2). Each colored line represents the location and length of the OCR respect the closest TSS but the intensity (height) of the peak is not depicted. All four RGC samples came from independent rat litters, two samples per developmental stage. **(B)** Venn diagram representing OCRs that were detected in both E21 samples (116,417), in both P11 samples (131,806), or in all four samples (85,390). **(C)** Pearson correlation coefficient (p < 0.01) between E21 gene RNA expression and the chromatin accessibility value (sum of all OCRs’ normalized peak height values) at the promoter region of genes in E21. **(D)** Pearson correlation coefficient (p < 0.01) between P11 gene RNA expression and chromatin accessibility at the promoter region of genes in P11. **(E)** Pearson correlation coefficient (p < 0.01) between the changes of RNA expression and the changes of chromatin accessibility at the gene promoter regions between E21 and P11. **(F)** Visual representation of chromatin accessibility of E21 and P11 replicates near the TSS of regenerative associated genes *Smad1* (promoter of axon growth) and *Klf9* (inhibitor of axon growth). DORs are represented in blue accordingly to the developmental stage where this region is more accessible.

To ensure robust results in downstream analyses, we only used OCRs that were identified in both biological replicates for each developmental stage. A total of 116,417 OCRs were shared by both E21 samples, and 131,806 OCRs shared by both P11 samples (Fig. 2B). These OCRs, at either E21 or P11, were used to determine whether mRNA expression levels correlate with chromatin accessibility at promoter region (< 3 kb from TSS), genic region (intron and exon), and distal region (> 3 kb but < 100 kb from TSS) at each developmental stage. The value for chromatin accessibility for each gene was defined as the sum of the average normalized peak counts of all the OCRs associated with a gene at each studied region. The chromatin accessibility of the promoter region moderately correlated with the RNA expression at each stage (Fig. 2C,D). Also, the changes in chromatin accessibility at the promoter region between E21 and P11 moderately correlated with the changes in RNA expression between E21 and P11 (Fig. 2E). In contrast, the chromatin accessibility at the genic and distal region correlated very weakly to RNA expression (Supplementary Fig. 2D–I). OCR visualization of selected RAGs, which were differentially expressed at the mRNA level between E21 and P11 (i.e. *Smad1, Myc, Jun, Klf2,* and *Klf9*), confirmed that the promoter region is more accessible in the stage with higher mRNA expression (Fig. 2F and Supplementary Fig. 4).

Next, we used DESeq2 implemented in AIAP to determine chromatin regions whose accessibility were statistically different between E21 and P11 (termed differentially opened regions, DORs) (Supplementary Fig. 3A). Of the 116,417 OCRs identified in both of the E21 samples, 15,402 were significantly more accessible at embryonic stage (E21 DORs; Fig. 3A) compared to postnatal. Conversely, of the 131,806 OCRs identified in P11 samples, 22,444 were more accessible at postnatal (P11 DORs; Fig. 3A). Interestingly, E21 DORs were highly enriched at TSS compared to P11 DORs (Fig. 3B,C). More E21 DORs were located within promoters whereas P11 DORs were more prominent in introns compared to E21 (Fig. 3 D). As a result, we identified 1,583 E21 DORs and 747 P11 DORs in the promoter region (< 3 kb from TSS) (Fig. 3E). Genes associated with these DORs were identified, resulting in 1,427 genes associated with E21 DORs (Fig. 3F) including RAGs such as *Smad1, Tubb3, Jun, and Myc* (Fig. 2F and Supplementary Fig. 4). We found 689 genes that were associated with P11 DORs (Fig. 3F) including RAGs such as *Klf9* and *Klf2* (Fig. 2F and Supplementary Fig. 4). Only 29 genes were associated with both E21 and P11 DORs in the promoter region, with chromatin openness changing in opposite directions during development (Fig. 3F). Interestingly, The E21 DOR- associated genes had fewer OCRs at P11 and those OCRs were evenly dispersed across the 3 kb regions surrounding the TSS (Supplementary Fig. 3B). The P11 DOR-associated genes had also fewer OCRs at E21. However, those OCRs were enriched in the TSS regions (Supplementary Fig. 2E). These results demonstrate that the E21 and P11 DOR associated-genes have distinct chromatin accessibility between these two developmental stages.

**Figure 3:**
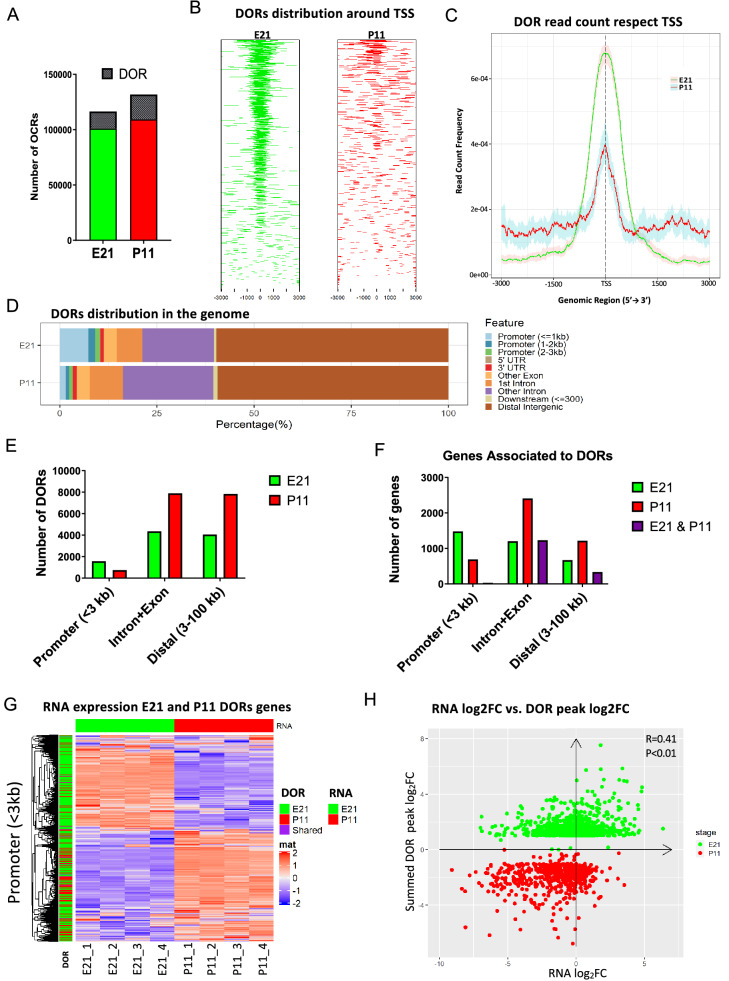
Differentially open regions (DORs) are preferentially located at the promoter region of E21 genes and correlate with RNA gene expression changes. **(A)** The number of OCRs that were present in both samples of each developmental stage and the number of DORs (cross-hatched area) obtained using DESeq2^69^ implemented in the ATAC-seq Integrative Analysis Package (AIAP) package with default parameters. **(B)** Distribution of DORs with respect the closest gene TSS. **(C)** Read count frequency of DORs with respect to TSS. **(D)** Distribution of DORs in the different regions of the genome. **(E)** Number of DORs at the promoter region (< 3 kb from TSS), distal region (> 3 kb but < 100 kb from TSS), and genic (intron + exon) region. **(F)** Genes associated with DORs present at the promoter, distal, and genic region. **(G)** RNA expression changes at E21 and P11 in relation to the presence of DORs at the promoter region. Each row represents a gene that is associated with only E21 DORs (green), only P11 DORs (red), or both E21 and P11 DORs (purple). **(H)** Pearson correlation coefficient (p < 0.01) of log2 fold changes in gene expression between E21 and P11 and log2 fold changes in peak signal of DORs that are located in the promoter regions.

Next we investigated the relationship between changes of chromatin openness at the DORs and changes in mRNA expression of the DOR-associated genes between E21 and P11. The stage-specific increase of RNA expression levels of the DOR-associated gene is associated with the presence of stage-specific DORs at the promoter region (Fig. 3G) but not DORs at the genic or distal regions (Supplementary Fig. 3C,E). The changes in mRNA expression of the DOR-associated genes and the changes in chromatin accessibility of the DORs have a moderate but significant correlation at the promoter region (Fig. 3G,H). In contrast, we observed a very weak correlation at the genic region and no significant correlation at the distal region (Supplementary Fig. 3C–F).

### TF binding sites (TFBSs) are enriched in developmental stage-specific DORs

To identify potential TFs regulating the transcriptional change between E21 and P11, we performed TF binding motif enrichment analysis to identify TFBSs that were enriched in the DORs of either E21 or P11, located in the promoters, since these regions significantly correlated with mRNA expression (Fig. 3G). Overrepresentation index (ORI), which takes into account the frequency and the density of a particular binding motif in a set of target sequences^44^, was calculated to measure how much more probable it is to find a particular TF binding motif in stage specific DORs than in a random background set in the genome. We identified six binding motifs that were exclusively enriched (false discovery rate (FDR) adjusted p values < 0.01) at E21 DORs but not at P11 DORs (Fig. 4A and Supplementary File 3). The TFs associated with these binding motifs include CREB/ATF, E74A (mammalian ortholog: ELF), bZIP911, v-Jun, ACAAT, and CCAAT. However, these last 4 binding motifs appear in less than 5% of the DORs undermining a widespread role regulating the E21 transcriptome. In contrast CREB/ATF and E74A appeared in more than 50% of the DORs supporting an important role in regulating E21 genes (Supplementary File 3). We also found 78 binding motifs that were exclusively enriched in P11 DORs but not in E21 (Supplementary File 3) including MEF2, BACH, and RAR-related orphan receptors (Fig. 4B). Binding motifs of certain TFs were found to be enriched in both E21 and P11 DORs suggesting that they control different genes depending on the cellular context. Some of these binding motifs were more predominant in one particular stage as shown by the ORI ratio (Log2 E21 ORI/P11 ORI; Supplementary Fig. 5 and Supplementary File 3). These TFs include TAX/CREB, NRF-1, E2F, MYC, HIF1, and c-JUN in E21, and LXR in P11. Some of them has been shown to have a role in axon growth such as MYC^45^, HIF1^46^, c-Jun^47^ and NRF-1^48^. This suggests that their activity or the number of genes they regulate may vary during development.

**Figure 4:**
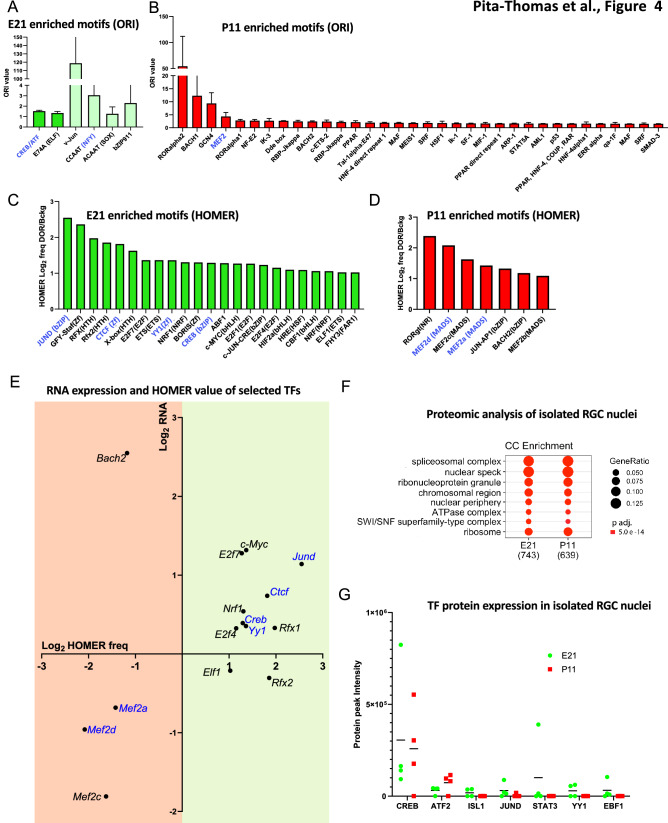
TF Binding site motifs enriched at DORs located in the promoter regions. **(A)** Overrepresentation index (ORI) of TF binding motifs that are exclusively enriched at E21 DORs located in the promoter regions (FDR adjusted p values < 0.01). Deep green indicates binding motifs that appear in greater than 5% of DORs. **(B)** ORI of TF binding motifs that are exclusively enriched at P11 DORs located in the promoter regions. **(C)** TF binding motifs that are exclusively enriched at E21 DORs located in the promoter regions according to the HOMER analysis. **(D)** TF binding motifs that are exclusively enriched at P11 DORs located in the promoter regions according to the HOMER analysis. Only binding motifs that are present in more than 5% of all the DORs in either E21 or P11 and are at least two fold more enriched than the background set are plotted (FDR adjusted p values < 0.01). **(E)** TFs with binding motifs in **(C,D)** that appeared in RNA-seq data were plotted over light green (E21) and light red (P11) background respectively. X-axis: HOMER frequency ratio from **(C,D)**, y-axis: log2 fold change of the transcription factor RNA expression levels between the two stages. HOMER frequency ratio in P11 was represented with a negative value. **(F)** Cellular component GO analysis of proteins identified in RGC nuclei by proteomics. **(G)** Protein peak intensity of selected TFs (from A and B analysis) in E21 and P11 RGC nuclei isolated from rat independent litters (n = 4 for each developmental stage). Protein peak intensity is normalized to total amount of protein of each sample. The black line represents the average of these samples in either E21 or P11 for each TF. Transcription factors in blue in **(A–E)** are those that were detected by proteomic analysis (LC–MS) in RGC nuclei. For ORI of TF binding motifs, the p-value was calculated according to the method described in^75^. Motif enrichment was calculated with cumulative binomial distributions statistics in HOMER^49^.

We additionally performed TFBS enrichment analysis using HOMER software^49^ (Supplementary File 4). In this case, the percentage of DORs containing the TF motif is calculated for E21 and P11 DORs and compared to a random background sequence obtained from the complementary regions of the OCRs to calculate statistical differences. Therefore, TF binding motifs that appeared significantly more in DORs than in a background sequence were considered to be enriched in the promoter region (Supplementary File 4). Twenty-three and seven TF motifs for E21 and P11, respectively, were significantly enriched (Benjamini adjusted p values < 0.01) for at least two folds in the DORs compared to the background set (Fig. 4C,D and Supplementary File 4) and appeared in more than 5% of DORs at the specific developmental stage. Interestingly, these TF binding motifs are uniquely enriched in one of the developmental stages which supports their role in controlling programs at a specific developmental stage. We found binding motifs being enriched exclusively in E21 DORs such as CREB, c-MYC, CTCF, YY1, RFX, JUND, NRF1, ELF1, and E2F (Fig. 4C) and other set of binding motifs being enriched exclusively in P11 DORs, such as MEF-2, BACH2, and ROR receptors (Fig. 4D). Other TFs that have been described as pro-regenerative in the literature such as SOX4^8^, HIF1^46^ and STAT3^50^ were also significantly enriched in E21 DORs with frequencies 1.6 to 1.9 times higher than the background set (Supplementary File 4), although is lower than the stringent cutoff we set in Fig. 4C. Interestingly, CREB and MEF2 motifs were found to be uniquely enriched in E21 and P11 respectively, by both methods which utilize different TFBS motif database and very different statistical frameworks. Many TFBS motifs found to be more highly enriched in E21 than P11 by ORI ratio were found to be uniquely enriched in E21 by HOMER, e.g. MYC, JUND, NRF1 and E2F, demonstrating consistent high activity of those TFs in E21. 

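Among the transcription factors of Fig. 4E, only the ID of Yy1 could be paired with its name, so the relation across the factors was not analysed here. Yy1 (ENSRNOG00000004339) was at 79.2 ± 3.39 CPM in E21 RGCs and 63.8 ± 1.62 CPM in P11 RGCs. The log2 fold change was 0.31 (standard error 0.05, adjusted p = 9.38e-06, edgeR), larger than the spread between replicates and under the fold threshold, and it stayed between 0.28 and 0.34 with each library left out. Atf2 (ENSRNOG00000001597), a factor of the CREB/ATF family, was at 108 ± 5.47 CPM and 88.0 ± 3.90 CPM, a log2 fold change of 0.30 (standard error 0.05, adjusted p = 2.44e-05, edgeR).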

The mRNA expression levels of most TFs correlated with their binding motif enrichment at their given developmental stage (Fig. 4E) supporting the role of TFs, such as CREB, c-MYC, JUND, NRF1, CTCF, E2F7, RFX, YY1 and MEF2 in regulating RGC transcriptional change during development.

### Proteomic analysis of RGC nuclear fractions confirms the presence of TFs regulating transcriptional change

Since the presence of an mRNA does not always guarantee the presence of its corresponding protein, we performed a proteomic analysis of isolated nuclei from E21 and P11 RGCs to identify TFs that are expressed in RGC nuclei at the protein level. A total of six E21 samples and five P11 samples were analyzed by LC–MS (Supplementary File 5). We identified 1192 proteins present in RGC nuclei. GO enrichment analysis showed that these proteins were enriched for nuclear function-related terms (Fig. 4F), confirming that nuclei isolation was efficient, in line with what was previously reported^23^. Uniprot analysis indicated that 72 of the proteins identified have DNA-binding activity and were detected in at least one sample (Supplementary File 5). These proteins included several of the TFs that have enriched binding motifs in DORs such as CREB, JUND, c-MYC, CTCF, YY1, ATF2, MEF2a, and MEF2d (Fig. 4A–D). We next quantified the expression levels of these TFs by normalizing the peak intensity for each TF in LC–MS to the total protein levels in the sample (Fig. 4G).

### CREB binding domain motifs are widespread at the promoter region of E21 DEGs

Since we detected the presence of CREB and ATF2 at the protein level in RGC nuclei (Fig. 4G) and the CREB/ATF binding motif is enriched at E21 DORs in our binding motif analysis (Fig. 5A), we focused on this binding motif to identify the specific pathways regulated by CREB in E21 RGCs. From the 766 DEGs that have at least one OCR in their promoter, CREB/ATF binding motif appeared in 498 of them. We performed Biological Processes GO analysis for the group of genes with CREB/ATF binding motifs and found that these genes predominantly regulate neuron differentiation, axonogenesis and cytoplasmic translation (Fig. 5B). We next performed Molecular Function GO analysis and found that CREB/ATF binding motif predominantly appears in the promoter of genes that have DNA binding transcription factor activity including regenerative TFs such as SMAD1, KLF7, MYC, or SOX11, and also ribosome genes (Fig. 5C). GO Cellular Component analysis confirmed that many of the genes with CREB/ATF binding motif at their promoter region are ribosomal (Fig. 5D). Altogether, these analyses suggest that CREB occupies a high rank in the hierarchical order of regenerative TFs and also plays an important role regulating ribosome biogenesis.

**Figure 5:**
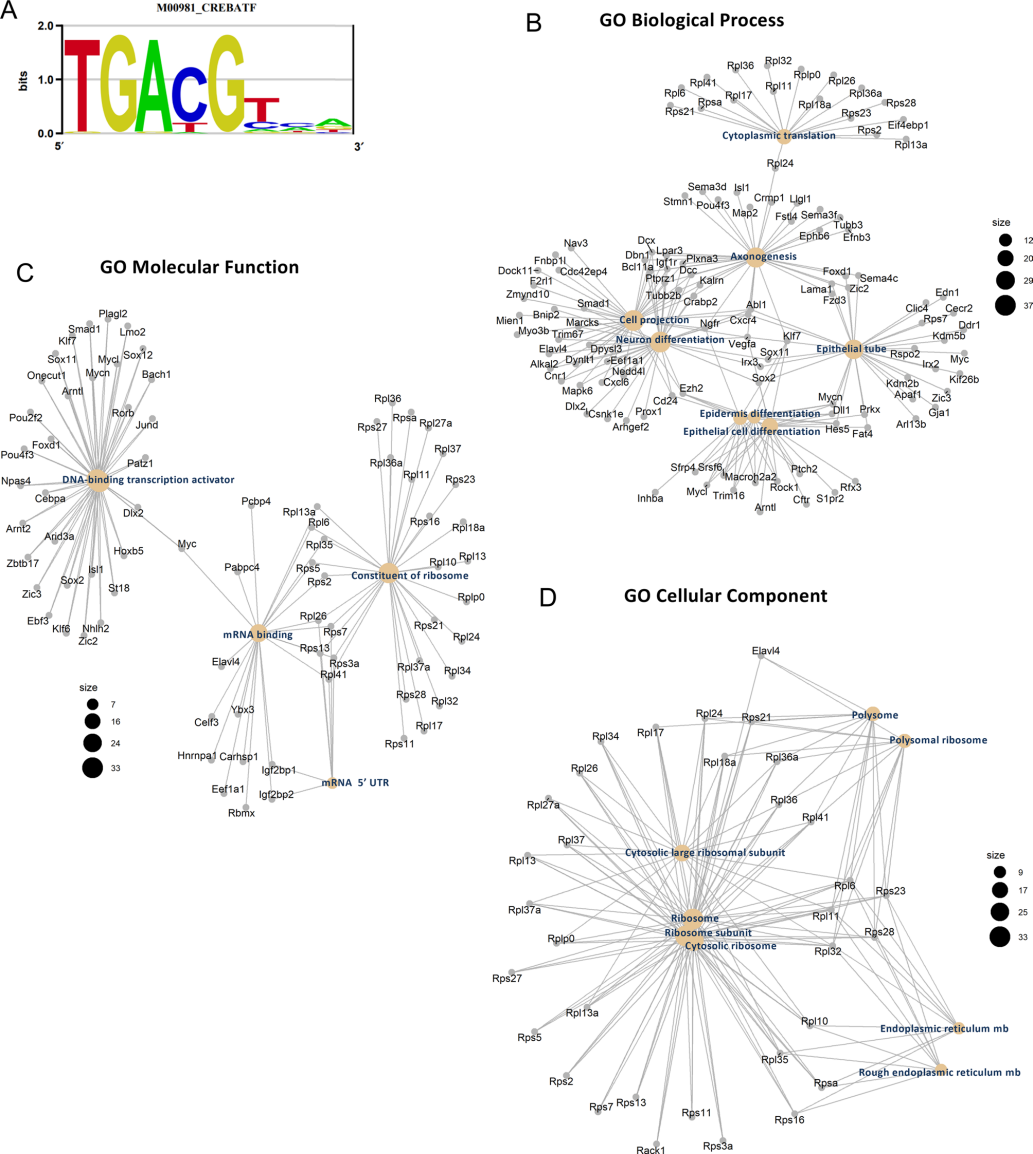
CREB/ATF motif identified at the promoter of genes that are changing during development. **(A)** Sequence motif logo of the CREB/ATF position weight matrix. **(B-D)** Gene hubs obtained by gene ontology analysis of E21 upregulated genes containing CREB/ATF binding motif at their promoter OCRs (For pathways analysis, FDR corrected p value < 0.05 were considered as significant.). **(B)** Eight most significantly enriched biological processes are represented. **(C)** Five most significantly enriched molecular functions are represented **(D)** Eight most significantly enriched cellular components are represented.

### CREB-VP64 overexpression promotes optic nerve regeneration

Our ORI and HOMER analysis revealed that CREB binding motifs are enriched in E21 DORs, suggesting that during development, CREB target gene regulation decreases as axon growth capacity declines. Therefore, we tested if overexpressing an active form of CREB would promote axon regeneration. To achieve this, we fused CREB to the VP64 transactivation domain, a tetramer of the 11 amino acids minimal activation domain of VP16, which significantly increases the recruitment of transcriptional machinery and increases activation compared to VP16^51^. Previous studies have demonstrated that the addition of VP16 on pro-regenerative transcription factors increases their ability to drive regeneration *in* *vivo*^9,14,52^. We performed intravitreal injections of AAV-CREB-VP64 fusion, or AAV-GFP as a control, as described previously^23^. This procedure achieves expression of the transgene in ~ 70% of RBPMS positive RGCs (Supplemental Fig. 6). Fourteen days after viral injection, we performed optic nerve crush injury. After another fourteen days, retina were dissected to quantify cell survival or the fluorescently labeled cholera toxin b was injected to trace regenerating axons. We found that overexpression of CREB-VP64 did not significantly increase RGC survival two weeks post optic nerve injury compared to GFP control (Fig. 6A,B). However, overexpression of CREB-VP64 significantly promoted optic nerve regeneration compared to GFP control, tripling the number of regenerating axons (Fig. 6C,D). The extent of axon regeneration we observed two weeks after optic nerve injury is similar to what has been reported by manipulating SOX11, c-Myc or SOCS3^8,27,45^ or by expressing the combination of the transcription factors Oct4-Sox2-Klf4^11^. These results indicate that CREB-VP64 promote RGC axon regeneration, supporting a key role for the CREB-dependent transcription program in the axon growth capacity of RGCs. Further studies will be needed to test if CREB overexpression synergizes with other TFs like ATF2 or other strategies targeting the mTOR signaling pathways^23,29,31,53^ or DNA methylation patterns^11^.

**Figure 6:**
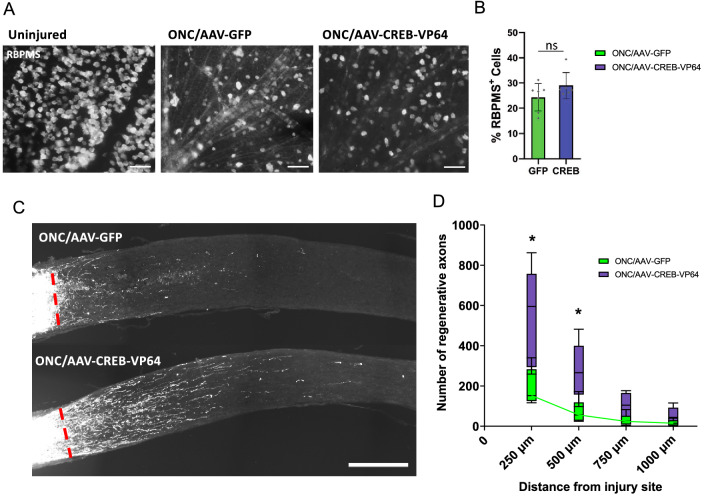
Overexpressing CREB-VP64 promotes optic nerve regeneration. **(A)** Representative images of retinal wholemounts stained for RBPMS (white) to label RGCs in the uninjured and injured condition 2 weeks after optic nerve crush. Scale bars = 50 µm. **(B)** Quantification of RGC survival 2 weeks post crush. Eyes injected with AAV2-CREB-VP64 (n = 7 animals) showed a trend towards increased survival compared to eyes injected with AAV2-GFP that was not significant (unpaired T-test. p = 0.1308). Error bars represent mean ± SEM. **(C)** Representative images of optic nerves sections showing regenerative fibers of mice intravitreally injected with either AAV2-CREB-VP64 or AAV2-GFP. Scale bar = 250 µm. **(D)** Number of regenerative fibers at various distances. Multiple t-test analysis with Holm-Sodak correction. * p adj < 0.05. n = 6 optic nerves per treatment. Four optic nerve sections were used to calculate the average for each nerve. Box-Whiskers plot was used where the box represents the 25th and 75th percentiles, the inside line represents the median, and the whiskers represents the largest and smallest values.

## Discussion

In the present study, we used RNA-seq, ATAC-seq, and proteomics analyses to identify the key TFs regulating RGC axon growth capacity during development. We have shown that the RNA expression of genes that control axon growth and ribosome biogenesis are downregulated during RGC development, and that the mRNA expression changes correlate with chromatin accessibility changes at the promoter region. We found that binding motifs of several TFs that are present at the protein level such as CREB, JUND, CTCF and YY1 are enriched at these chromatin regions. The CREB/ATF motif is especially prevalent, and is enriched at the promoter regions of other regenerative TFs, suggesting a high rank of CREB in the hierarchical order of TFs regulating axon growth. In accordance with this role, overexpressing CREB fused to the VP64 transactivation domain in RGCs promotes optic nerve regeneration to a similar extent as targeting the mTOR pathway^23,29,31,53^, DNA methylation^11^ or expressing the transcription factors Sox11, c-Myc or SOCS3^8,27,45^ or protrudin^26^, partially reverting the poor regenerative capacity of adult RGCs.

Our analysis provides a map of the chromatin accessibility in acutely purified retinal ganglion cells at two different stages of development. Immunopanning enabled us to obtain a sufficient number of cells with purity close to 99% and with good RNA and DNA integrity. A downside is that it takes a few hours to dissociate and isolate the RGCs, which may result in gene expression changes. However, previous studies have shown that those changes are small^54^ and limited to immediate early genes^7^ and thus do not preclude obtaining reliable gene expression data. Since RGCs represent less than 0.5% of all the cells in the retina, our study provides more specific information of the TFs regulating axon growth than studies analyzing whole retina tissue^30,55^. Specifically, we found that the downregulation of genes in postnatal stages, such as axon growth genes and ribosomal genes, correlates with specific promoter regions becoming less accessible. In contrast, genes that regulate synapse function are upregulated during development and their promoter regions become more accessible. Our results are consistent with the observation that in the cortex, there is a developmental change in promoter accessibility that correlates with gene expression^56^. Venkatesh et al. study demonstrates that the target genes of the key RAGs STAT3 and JUN, but not SOX11 and KLF6, become less accessible in the adult stage^56^. This study was however limited by using a heterogenous population of cortical cells, whose proportions are dynamically changing during development. Another advantage of our study is that we complemented our TF binding motif analysis with proteomic analysis of RGC nuclei. This allowed us to confirm the presence at the protein level of several of the TFs whose binding motifs were enriched at DORs such as CREB, JUND, CTCF, YY1, and ATF2. We also observed TFs whose target regions are becoming less accessible during RGC development including TFs with known roles in axon regeneration, such as CREB, JUN, SOX4, c-MYC, CTCF and HIF1^5,8,14,20,45–47^, as well as other TFs whose roles in axon regeneration have not been thoroughly studied such as YY1, NRF1 and RFX. Interestingly, KLF’s motifs were not found to be predominantly enriched at any stage. KLF6 and KLF7 are highly expressed in embryonic stage, whereas KLF2 and KLF9 are highly expressed in postnatal stage^5^, and these TFs have opposing effects in axon growth. Since TFs of the same family bind to similar motifs, it is possible that we were not able to distinguish whether the binding motif present at the DOR is from an axon growth promoting (KLF6 and KLF7) or axon growth inhibitory KLF (KLF9 and KLF2). We also found that the promoter regions of regenerative RAGs such as SMAD1, MYC and TUBB3 were less accessible in P11 RGCs compared to E21. In Zebrafish, a species that can successfully regenerate axons in the optic nerve, chromatin accessibility does not significantly change between non injured RGCs and regenerating RGCs^55^. This suggests that in zebrafish, the chromatin remains fairly open at the target genes of regenerative TFs, whereas in mammals, the chromatin closes during development, limiting the access of regenerative TFs to activate the expression of RAGs after optic nerve injury. Altogether, these results supports the notion that in mammals, axon growth decline might be explained by the limited accessibility of TFs to certain regions of the chromatin.

Our chromatin analysis also showed that the DORs at the promoter of postnatal genes are enriched for certain TF binding motifs, including MEF2. Interestingly, MEF2 isoforms were upregulated in postnatal stage in our RNA-seq data, and MEF2A and MEF2D were also identified at the protein level in postnatal RGC nuclei. This suggests that MEF2 might have an important role in regulating RGC maturation and potentially axon growth inhibition. However, it has been recently shown that deleting MEF2 or overexpressing a MEF2 dominant negative isoform promote RGC survival but not optic nerve regeneration^35^.

It is noteworthy that the expression levels of CREB do not change between E21 and P11 according to our RNA-seq and proteomics data. This contrasts with prior studies showing that CREB is higher in actively growing RGCs compared to those that have already reached their targets^6^. Our approach does not allow us to differentiate between those two developmental states, which may explain why the higher expression at E21 in our data is unable to reach statistical significance. Another possibility is that differences in axon growth capacity between the two stages may be not entirely relate to a higher expression of CREB but also to a higher activation state of CREB in RGCs. Our chromatin accessibility analysis allowed us to identify CREB motifs in DORs suggesting that this TF is regulating transcriptional changes in embryonic stage. CREB activity is regulated by cAMP levels and previous studies have shown that the levels of cAMP drop after birth during CNS and PNS neuron development^57^. In rat RGC, cAMP levels are three times higher in E18 compared to P5^57^. This suggests that CREB is activated and regulating axon growth genes in embryonic RGCs. After birth, cAMP levels drop and therefore transcription of axon growth genes by CREB ceases. Interestingly, activating CREB by increasing cAMP levels *in vivo* has shown controversial results. Some studies reported modest increase in optic nerve regeneration^58^, whereas others showed that increasing cAMP alone was not sufficient to promote optic nerve regeneration, but could when combined with other stimuli such as providing neurotrophic factors^59^, oncomodulin or PTEN deletion^13^. In addition, elevating cAMP in cultured RGCs by adding forskolin does not fully revert the axon growth decline observed in postnatal RGC^4^. We observed that the chromatin in the promoter region of axon growth promoting genes is less accessible in postnatal RGCs, suggesting that endogenous CREB activated by cAMP may be unable to effectively access these chromatin sites to promote regeneration in adult RGCs^15^. We demonstrate that expression of CREB fused to the transactivation domain VP64 in adult RGCs promotes optic nerve regeneration. Therefore, CREB-VP64, but not endogenous CREB activated by cAMP, might be able to open the chromatin of pro-regenerative CREB target genes to induce optic nerve regeneration. Transactivation domains such as VP16 and VP64 are well-known chromatin-modifying agents that open chromatin and greatly activate transcription^60^. However, it is possible that other TFs in combination with CREB-VP64 could further increase the number of regenerating RGC and the distance at which they regenerate. Combining CREB-VP64 with other TFs or treatments targeting the neurotrophic factor CNTF^61,62^, mTOR^23,29,31,53^ or DNA methylation^11^ might provide a synergistic effect in optic nerve regeneration.

## Methods

### Retinal Ganglion cell immunopanning purification

All animal protocols were approved by the Washington University School of Medicine Institutional Animal Care and Use Committee (IACUC) under protocol A3381-01. All experiments were performed in accordance with the relevant guidelines and regulations. All experimental protocols involving rats and mice were approved by Washington University School of Medicine (protocol #20180128). Mice and rats were housed and cared for in the Washington University School of Medicine animal care facility. This facility is accredited by the Association for Assessment & Accreditation of Laboratory Animal Care (AALAC) and conforms to the PHS guidelines for Animal Care. Accreditation—7/18/97, USDA Accreditation: Registration # 43-R-008. The study was carried out in compliance with the ARRIVE guidelines^63^.

The isolation of RGCs was performed by using a slightly modified version of the immunopanning procedure originally established in Barres laboratory^64^. For embryonic RGCs, E21 day pregnant Sprague Dawley rats were euthanized by CO_2_ and embryos were transferred to a plate with DPBS where retinas were dissected out and cleaned. For postnatal RGCs, P11 Sprague Dawley pups were euthanized by CO_2_ and eyes were transferred to DPBS medium where retinas were dissected. Next, RGCs were isolated as previously described^23^. Briefly, retinas were transferred to a filtered solution of papain in DPBS containing 2 mg of L-Cysteine and 2000 units of DNAse. For E21 retina, 140 units of papain were added. For P11, 200 units were added. After 30 min, enzymatic solution was removed and retinas were triturated to obtain a single cell solution. RGCs were isolated by immunopanning. First by negative selection using an anti-macrophage antibody and then positive selection using anti-thy1 antibody. RGCs attached to the plate were trypsinized, counted in a Neubauer, and centrifuged for subsequent processing. The procedure of dissociating and panning cells, which lasts 3–4 h, may result in gene expression changes. However, previous studies have shown that gene expression changes during tissue dissociation are small^54^ and limited to immediate early genes^7^. Therefore this technique is suitable for comparing the transcriptome of the purified cells in two different developmental stages.

### RNA sequencing and analysis

Total RNA from 700,000 to 1.25 million RGCs from four independent rat litters per developmental stage was isolated using the Qiagen RNAeasy kit from Qiagen, which included a 15 min On-column DNAse step. RNA was stored at − 80 °C and sent to Genome Technology Access Center at Washington University for library preparation and sequencing. RNA quality was assessed using an Agilent Bioanalyzer (RIN > 9.5). Samples were subjected to DNase treatment. rRNA depletion was achieved with the Ribo-Zero rRNA removal kit. Library preparation was performed using the SMARTer kit (Clontech), and sequencing performed on an Illumina HiSeq3000. Basecalls and demultiplexing were performed with Illumina’s bcl2fastq software and a custom python demultiplexing program with a maximum of one mismatch in the indexing read. Sequences were adapter-trimmed using Cutadapt 1.16^65^ and subjected to quality control using PRINSEQ 0.20.4^66^ and aligned to Rat (Rattus norvegicus) annotations based on genome assembly RNOR6 using STAR 2.5.3a^67^. Reads in features were counted using HTseq 0.6.1^68^. Genes differentially expressed between conditions were identified using DESeq2^69^ with log2FC > 1.0 and a false discovery rate (FDR) adjusted p values < 0.01, which includes a Benjamini–Hochberg correction^69^. Variance stabilizing transformation (VST) normalized counts were calculated using DESeq2, and normalized gene counts were converted to Z scores for plotting. Heatmaps were generated using ComplexHeatmap R package^70^. Sequencing performance was assessed for total number of aligned reads, total number of uniquely aligned reads, genes and transcripts detected, ribosomal fraction, known junction saturation, and reads distribution over known gene models with RSeQC 2.6.24^71^. R package clusterProfiler^72^ was used for GO and KEGG pathway enrichment analysis and plotting. GO and KEGG pathway terms with FDR corrected p value < 0.05 were considered as significant. R version 4.0.4 was used for statistical analysis and plotting.

R (citation: R Core Team (2013). R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. http://www.R-project.org/).

### ATAC-Seq and data analysis

After isolation, 300,000 RGCs from two independent rat litters per developmental stage were centrifuged and resuspended in Neurobasal/B27 + medium and 10% DMSO, to quick frozen at − 80 °C. Samples were processed by UCSD Center of Epigenomic Technologies using their proprietary assay for Transposase-Accessible Chromatin coupled with high-throughput sequencing (ATAC-seq). ATAC-seq Integrative Analysis Package (AIAP) was used for sequence quality assurance, mapping, open chromatin region (OCR) calling^42^. We used DESeq2^69^ implemented in the ATAC-seq Integrative Analysis Package for downstream differential open chromatin region identification. Those OCRs that have FDR adjusted p value < 0.01 and log twofold change > 1 were considered DORs (differentially open regions). Following data quality control analyses were performed for each sample and across the projects: (1) Reads under peak percentage ranged 31.6–39.3%. (2) Signal enrichments around the TSS relative to genome wide average, a metric which identifies datasets with high signal to noise ratios, ranged 10.8–14.4%. (3) Pearson correlation coefficient between the two replicates were calculated to measure the concordance between the two biological replicates. To ensure the robustness of our analysis we used only OCRs that were present in both biological replicates of either stage for downstream analyses. This ensures that only the most robust peaks were included in the analyses.

### Transcription factor binding motif enrichment analysis and CREB target analysis

To identify candidate transcription factors that regulate differentially expressed genes, the HOMER^49^ and motif over-representation index (Motif-ORI)^44^ algorithms were used to identify transcription factor binding sites enriched in the differentially open region. Genomic regions complementary to the region of all the called OCRs (considered as all of the non-open regions in the genome) were obtained and were provided as the background set sequence for HOMER analysis. This non-open region set was used as input to perform random sampling of genomic regions to obtain a set of genomic regions with the same number and length distribution as a set of query sequences. This random sampled genomic region sequences were provided as the background set sequence for Motif-ORI analysis and this analysis is repeated 100 times and statistical significance was calculated using a Student's t-test with the NULL hypothesis that ORI is not significantly larger than 1.2, a stringent cutoff determined in previous publication^44^ to distinguish enriched motifs. A motif with Benjamini–Hochberg procedure corrected p value < 0.05 were considered as significant. The TF logo image was generated using enoLOGOS^73^.

To identify targets of CREB, sequence of OCR peaks were retrieved using BEDTools^74^ and was scanned using Patser to identify CREB binding sites. The Patser program calculates the probability of observing a sequence with a particular score or greater^75,76^ for the given matrix and determines the default cutoff score based on that p-value. Any gene with at least one CREB binding site in one of the gene-associated OCR peaks was counted as target gene.

### RGC nuclei proteome characterization by LC–MS

Nuclei from 700,000–1.25 million RGCs from 6 E21 and 5 P11 independent rat litters were isolated using the Thermo Scientific NE-PER Nuclear and Cytoplasmic Extraction Kit. Next, trypsin digestion was perform by adding a buffer containing 100 mM ammonium bicarbonate, 10 mM TCEP and 25 mM iodoacetamide followed by digestion with trypsin at 37 °C overnight. The digested sample was acidified with 1%TFA then cleaned up with C18 tip. The extracted peptides were dried down. Proteomic samples were fractionated in a StageTip casted with four SDB-RPS disks (3 M Empore SPE disks). Peptides were sequentially eluted with four buffers of increasing salt content. The four fractions were dried under vacuum and dissolved with 0.1% formic acid for LC–MS analysis. Fractions of each sample were analyzed by LC–MS with a Dionex RSLCnano HPLC coupled to an Orbitrap Fusion Lumos (Thermo Scientific) mass spectrometer using a 2 h gradient. Peptides were resolved using 75 µm × 50 cm PepMap C18 column (Thermo Scientific). Sequence mapping and label-free quantification were achieved using MaxQuant (version 1.6.1). MaxQuant was set up to search Human reference proteome (Uniprot.org). The digestion enzyme was set as trypsin. Carbamidomethylation of cysteine was set as fixed modification. Oxidation of methionine and acetylation of N-terminal of protein were specified as variable modifications.

### Optic nerve regeneration assay

All surgical procedures were performed under isofluorane anesthesia according to approved guidelines by the Washington University in St. Louis School of Medicine Institutional Animal Care and Use Committee. To generate AAV constructs, GFP or CREB (human sequence) were subcloned into an AAV transfer plasmid provided by the Washington University Viral Core which uses the CMV promoter. AAV2 viral particles were generated by Washington University Viral Core with titers for AAV2-CREB-VP64 (2.4 × 10^12^ vg/ml) and AAV2-GFP (1.7 × 10^13^ vg/ml). Five week old C57Bl/6 mice were anesthetized with isoflurane and intravitreally injected with 1.25 µl of the AAV2-CREB-VP64 or AAV2-GFP virus two weeks before optic nerve crush using a Hamilton syringe and a pulled glass attached by an adaptor. Optic nerve crush was performed by a surgeon blinded to treatment as previously described^23^. Mice were anesthetized by isoflurane inhalation, and optic nerve was exposed and crushed for 3 s with a 55 forceps. For analgesia, 1 mg/kg buprenorphine SR-LAB (ZooPharm) was administered subcutaneously. Two weeks after surgery, mice were intravitreally injected with 1.5 µl of 1 mg/ml fluorescent Cholera toxin B. Two days after, animals were sacrificed by CO_2_ inhalation and perfused with PBS followed by 4% Paraformaldehyde. Nerves were dissected out and post-fixed for 4 h, washed in PBS and incubated in 30% Sucrose solution overnight at 4 Celsius. Nerves were then dissected and sectioned at 11 µm thickness. Optic nerve sections were imaged in a florescent microscope. The number of axons growing at 250, 500, 750 and 1000 µm distal from the injury site were quantified by a researcher blinded to treatment. Multiple t-test analysis with Holm-Sidak correction was performed.

For RGC survival assay, eyes were dissected out of the orbit with Vanna scissors and immersed in 4% PFA overnight at 4 °C. Eyes were transferred to PBS and the cornea, iris, lens, sclera, choroid were removed and the whole retina collected in a 24-well plate under a dissection microscope as described^77^. Following five 5-min washes with PBS, TBST blocking buffer (10% normal donkey serum, 0.5% TritonX-100 in PBS) was applied for 3 h at room temperature with gentle rotation. This was replaced with anti-RBPMS primary antibody (generous gift by Dr. Philip Williams, Cat# ABN1376, EMD Millipore, USA; 1:500) or anti-GFP in TBST blocking buffer at 4 °C overnight with gentle rotation. Following five further 5-min washes with PBS, retina were incubated with Alexa Fluor 594 secondary antibody (1:300) in TBST blocking buffer at room temperature for 2.5 h with gentle rotation. After five further washes with PBS, retina was flattened with four incision and mounted onto charged Superfrost microslides using ProLong Gold antifade mounting reagent (Invitrogen) and allowed to dry overnight at 4 °C. Images of flat mount retina (5 images/flat mount, 1–2 images/quadrant) were acquired using epifluorescence microscope Nikon Eclipse Ti2 with a 40 × objective. Blinded manual counting of all images was performed (100µm^2^ area in each count and 5 count/image). Uninjured eyes were counted (*n* = 3–4 per group) and the averaged used to normalize the percentage RGC survival.

To count GFP positive RGC, three images of each flat mount retina were used to count GFP positive and RBPMS positive cells and the % of GFP positive cells was calculated with respect to total RBPMS positive cells in each image.

## Supplementary Information

Supplementary Figures.

Supplementary Dataset 1.

Supplementary Dataset 2.

Supplementary Dataset 3.

Supplementary Dataset 4.

Supplementary Dataset 5.

## Data Availability

The raw FASTQ files were deposited at the NCBI GEO database under the accession number GSE163564.

# Supplementary material for: Genome-wide chromatin accessibility analyses provide a map for enhancing optic nerve regeneration
**Source:** Sci Rep. 2021 Jul 21;11:14924. doi: 10.1038/s41598-021-94341-y

## SUPPLEMENTARY INFORMATION

### **Genome-wide chromatin accessibility analyses provide a map for enhancing optic nerve regeneration**

Wolfgang Pita-Thomas<sup>1</sup>, Tassia Mangetti Gonçalves<sup>1</sup>, Ajeet Kumar<sup>1</sup>, Guoyan Zhao<sup>1,2\*</sup> and Valeria Cavalli<sup>1,3,4\*</sup>

\*co-correspondence to:

Running Title: A road map for axon regeneration in RGC

## SUPPLEMENTARY FIGURES

**Supplementary Figure 1. RNA-seq data of E21 and P11 RGCs.** A) PCA analysis of E21 and P11 RNA-seq samples. B) Volcano plot representing fold change between E21 and P11 and p-value. Cut off is  $\text{Log}_2 \text{FC} > 1$  and false discovery rate (FDR) adjusted  $p < 0.01$ . Blue, genes downregulated in P11, and, red, genes upregulated in P11. C) The average ( $\pm$  SEM) RNA expression of pan RGC and RGC subtype markers, and other retinal cell markers in E21 and P11 RGC RNA samples ( $n=4$  RGC preparations from independent rat litters for each developmental stage).

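Principal components were computed from the 500 genes with the largest variance after DESeq2's variance stabilizing transformation of the counts of the 8 libraries. The first component held 98.2% of the variance and separated the stages, with scores from 29.9 to 30.9 in the E21 libraries and from -32.1 to -27.7 in the P11 libraries. Over all genes tested, on the log2 CPM scale, it held 90.9%. The second component held 0.764% of the variance, and on it P11 replicate 4 lay apart at 6.04, with the other P11 libraries between -3.40 and -0.07.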

**Supplementary Figure 2. ATAC-seq analysis of E21 and P11 RGCs.** A) PCA analysis of open chromatin regions (OCRs) of E21 and P11 samples. B) Pearson correlation coefficient analysis of chromatin accessibility signal between the two biological replicate samples from the same stage at 1kb resolution. C) Proportion of OCRs located within the different genomic features in E21 and P11 RGCs. D) Pearson correlation coefficient between E21 RNA expression and chromatin accessibility at the genic region (intron + exon) of genes in E21. E) Pearson correlation coefficient between P11 gene RNA expression and chromatin accessibility at the genic region (intron + exon) of genes in P11. F) Pearson correlation coefficient between the change in RNA expression between E21 and P11 and the change in chromatin accessibility at the genic region (intron + exon) of genes between those stages. G) Pearson correlation coefficient between E21 RNA expression and chromatin accessibility at the distal region ( $>3$  kb but  $<100\text{Kb}$ ) of genes in E21. H) Pearson correlation coefficient between P11 gene RNA expression and

chromatin accessibility at the distal region of genes in P11. I) Pearson correlation coefficient between the change in RNA expression between E21 and P11 and the change in chromatin accessibility at the distal region of genes between those stages.

**Supplementary Figure 3. Differentially open chromatin regions and its correlation with RNA expression in RGCs.** A) Volcano plot representing the fold change of OCRs between E21 and P11 and the log10 of FDR adjusted p value. OCRs with FDR adjusted p value < 0.01 and log 2 fold change > 1 as determined by DESeq2 implemented in AIAP software package were considered as DORs. E21 DORs represented in red while P11 in blue B) The P11 OCRs from the E21 DOR associated genes of Figure 3B and Figure 3F are shown in the left while the E21 OCRs of the P11 DOR associated genes are shown in the right.C). RNA expression changes at E21 and P11 in relation to the presence of DORs at the genic region. Each row represents a gene that is associated with only E21 DORs (green), only P11 DORs (red), or both E21 and P11 DORs (purple). D) Pearson correlation coefficient of peak signal changes in DORs that are located in the genic region and changes in gene expression of DOR-associated genes between E21 and P11 and. E). RNA expression changes at E21 and P11 in relation to the presence of DORs at the distal region. Each row represents a gene that is associated with only E21 DORs (green), only P11 DORs (red), or both E21 and P11 DORs (purple). F) Pearson correlation coefficient of peak signal changes in DORs that are located in the distal region and changes in DOR-associated gene expression between E21 and P11.

**Supplementary Figure 4.** Visual representation of chromatin accessibility of E21 and P11 replicates near the TSS of regenerative associated genes *GAP43*, *Myc*, *Tubb3*, *Jun*, *Klf6*, *Klf7*, and *Sox11* (promoters of axon growth) and *Klf2* (inhibitor of axon growth). DORs are represented in blue accordingly to the developmental stage where this region is more accessible.

**Supplementary Figure 5. Comparison of TF Binding Motifs that were enriched at both E21 and P11 DORs, and were located within the promoter regions.** A) Bar plot of  $\log_2$  of the ratio of the E21 ORI /P11 ORI which represents the relative enrichment of a TF binding motif in E21 compared to P11. Only TF binding motifs with a  $\log_2$  (E21 ORI/P11 ORI) $>1$  or  $<-1$  are plotted. Some TFs have multiple position weight matrices enriched and the one with highest absolute ORI ratio value was plotted.

**Supplementary Figure 6. Transduction efficiency of AAV-GFP.** A) Representative images of retinal whole mounts from injured eyes previously injected with AAV2-GFP that were stained for RBPMS (white) and anti-GFP. Scale bars = 100  $\mu$ m. B) Percentage of double positive RGCs (RBPMS+. GFP+) compared to the total number of RGCs (RBPMS+). Error bars represent mean  $\pm$  SEM (n=5)

## **SUPPLEMENTARY DATA FILES**

**Supplementary File 1.** RNAseq analysis

**Supplementary File 2.** GO and KEGG analysis of RNA expression

**Supplementary File 3.** Promoter 3kb ORI analysis

**Supplementary File 4.** Promoter 3kb Homer analysis

**Supplementary File 5.** Proteomics analysis

A

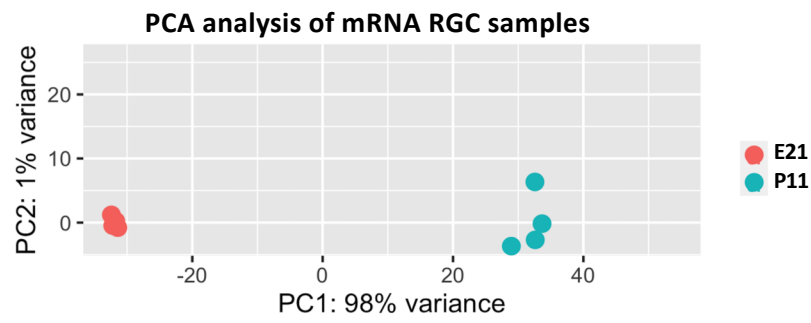

B

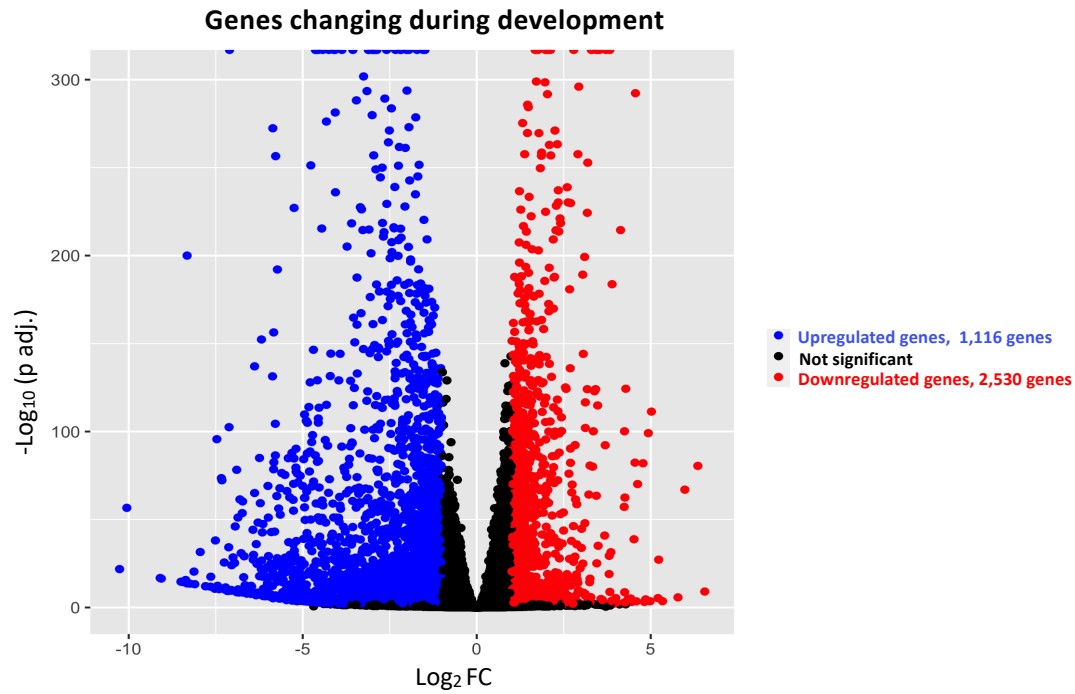

C

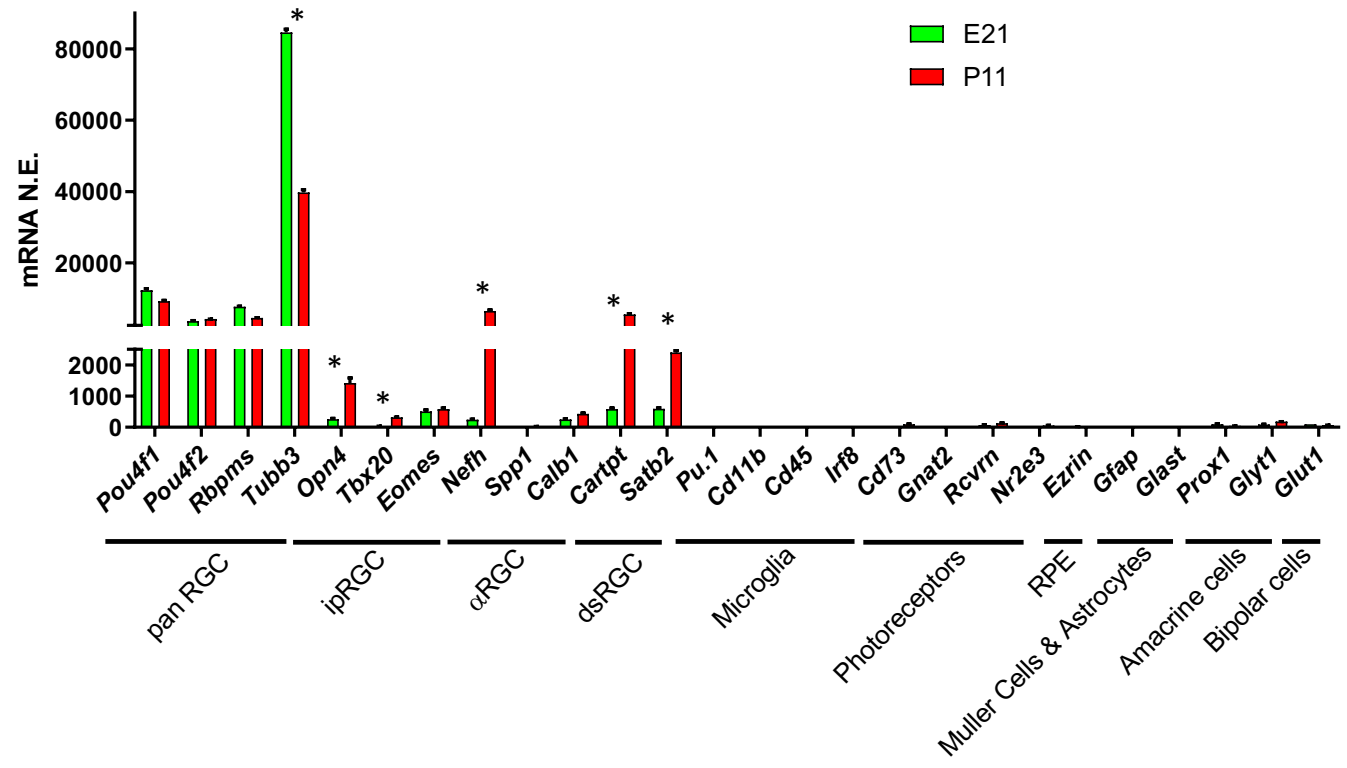

A

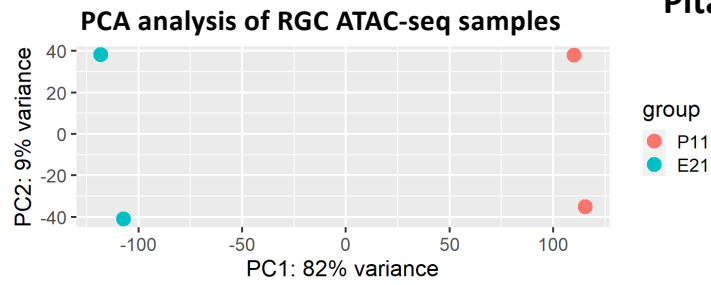

B

Correlation between same developmental stage ATAC-seq RGC samples

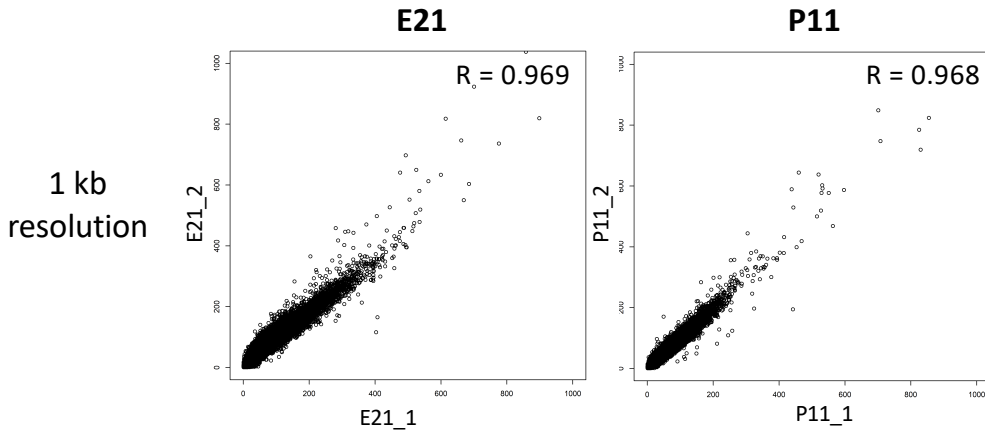

C

OCRs distribution in the genome

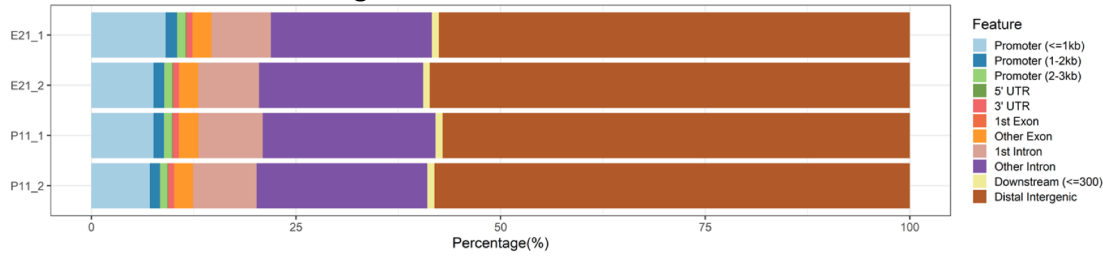

D

E21 RNA expression vs OCR signal

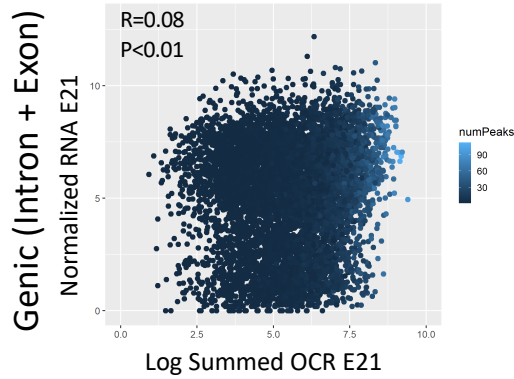

E

P11 RNA expression vs OCR signal

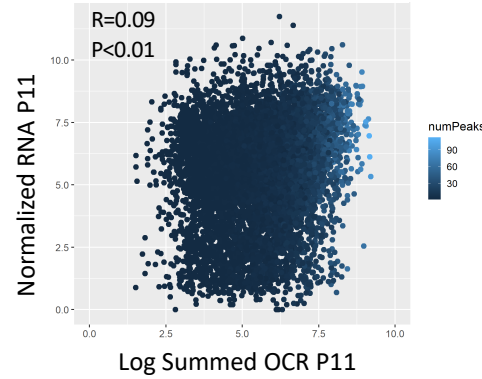

F

RNA expression change vs OCR change

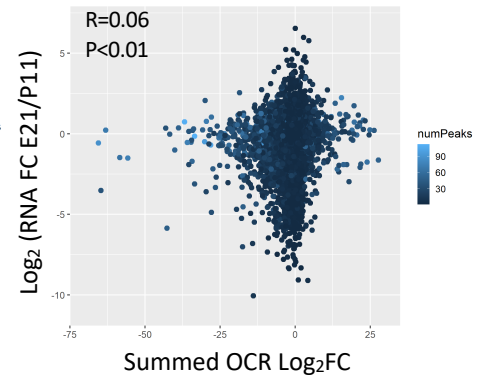

G

E21 RNA expression vs OCR signal

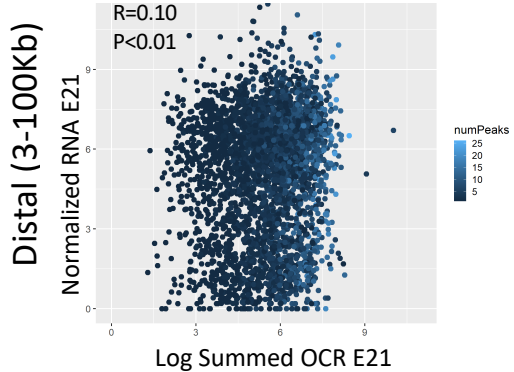

H

P11 RNA expression vs OCR signal

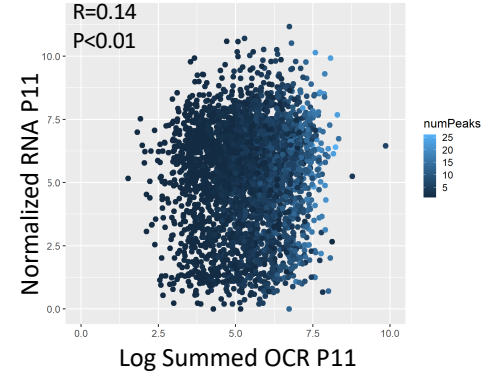

I

RNA expression change vs OCR change

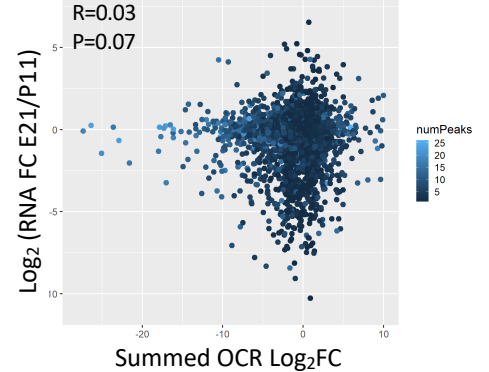

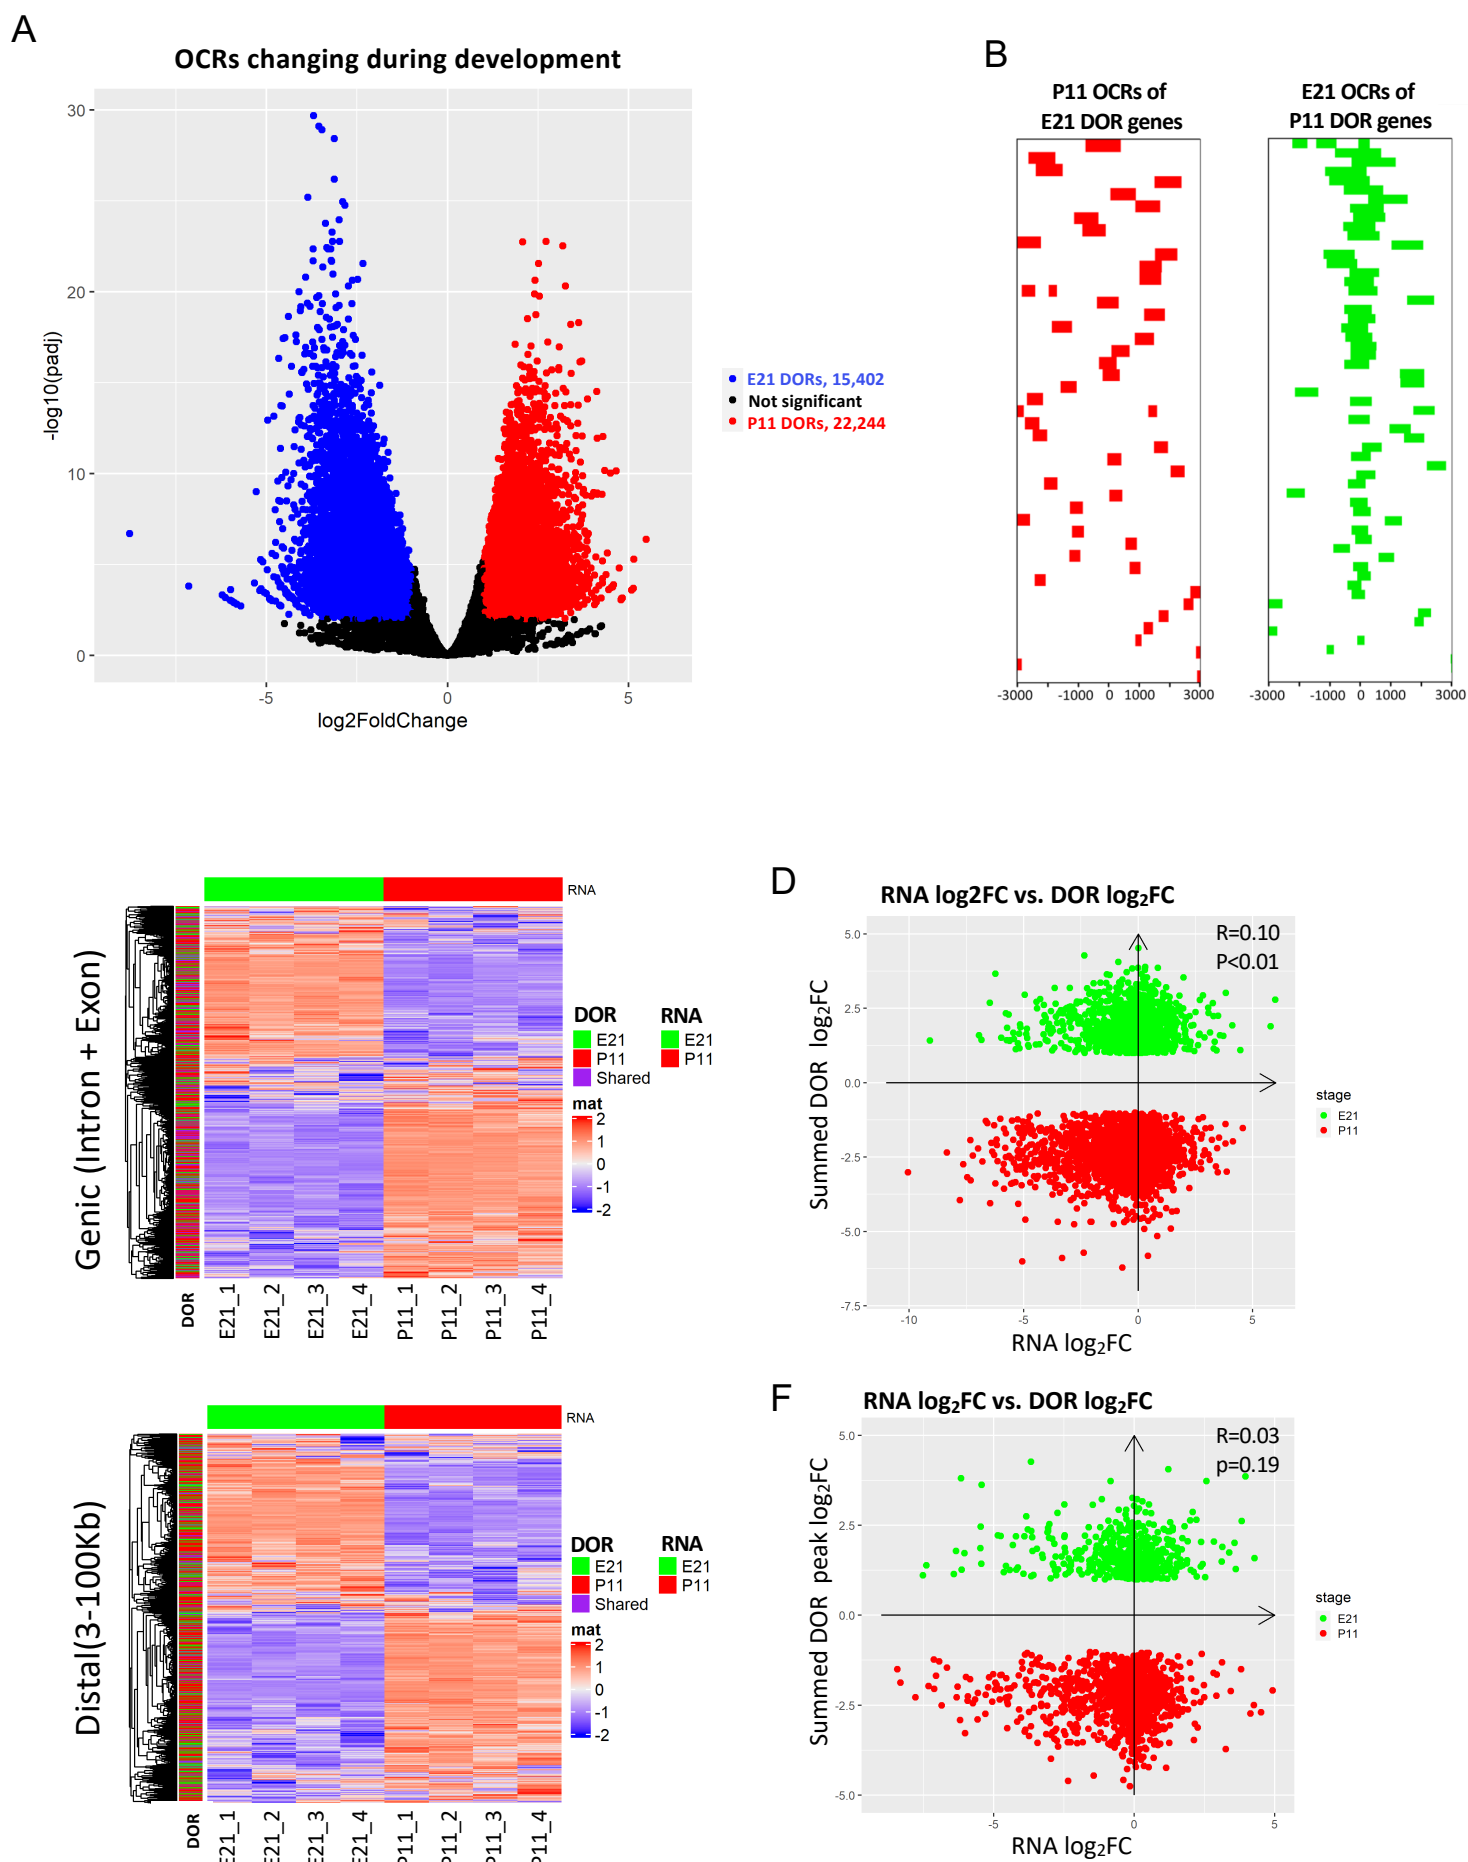

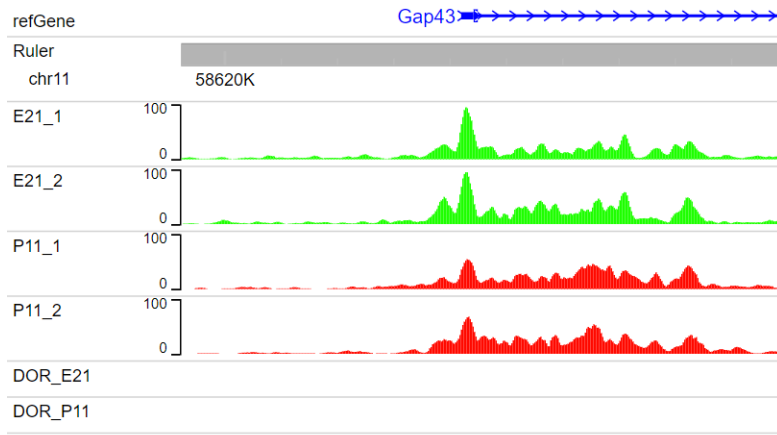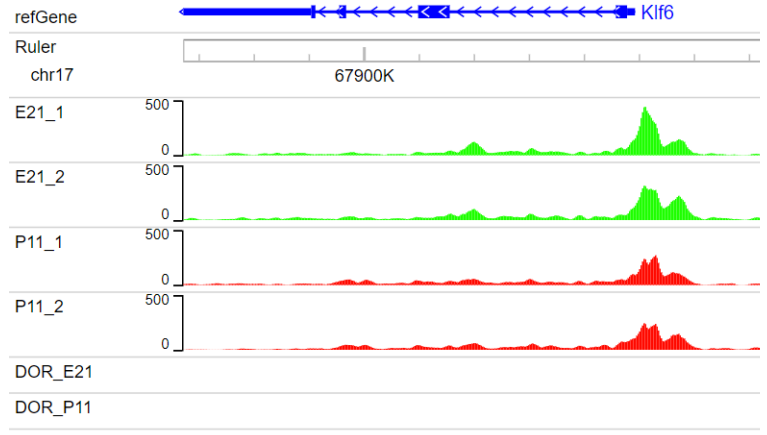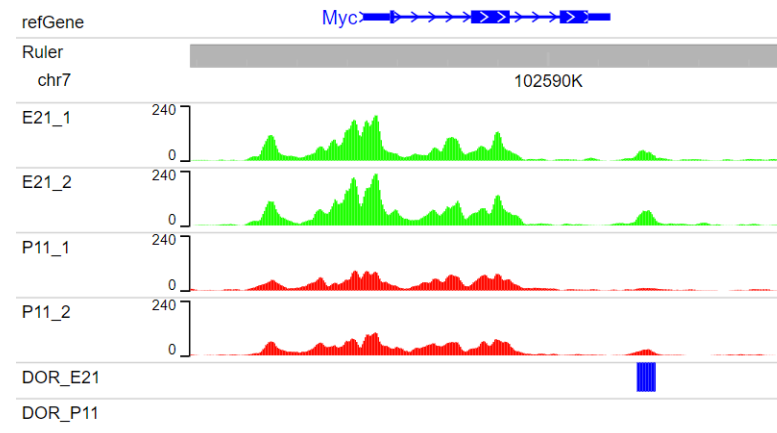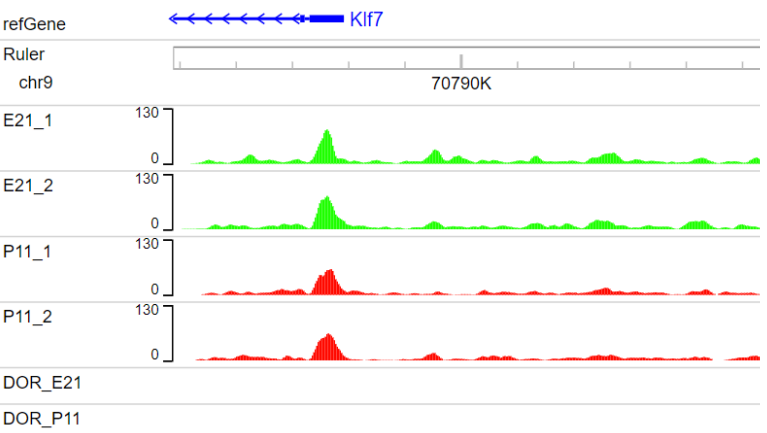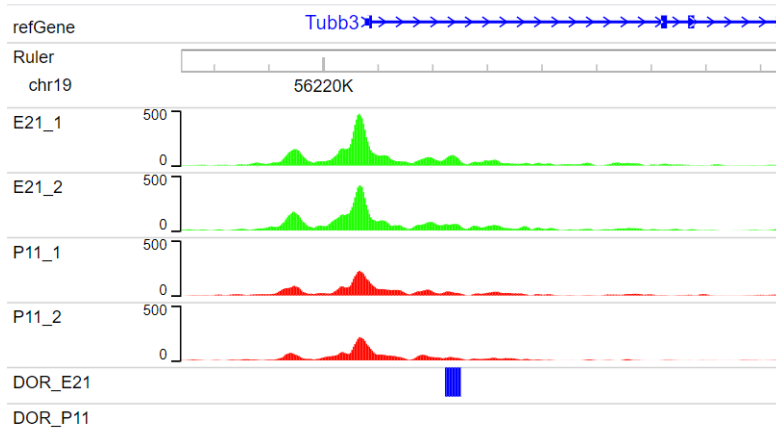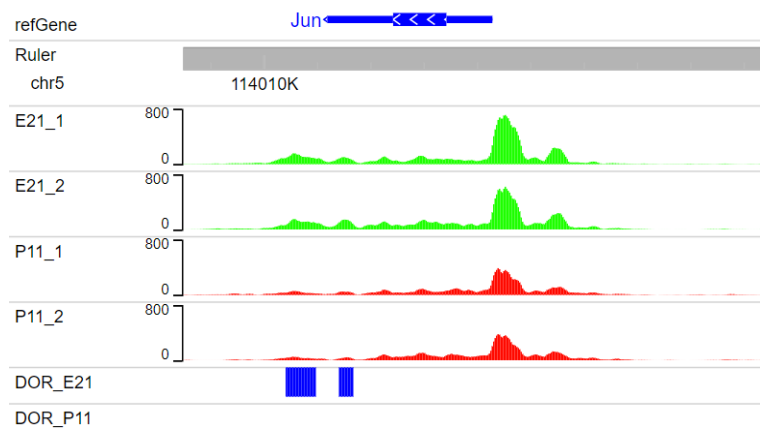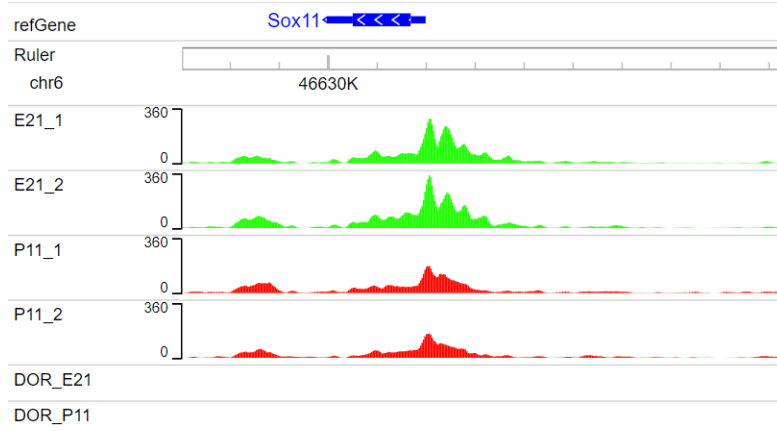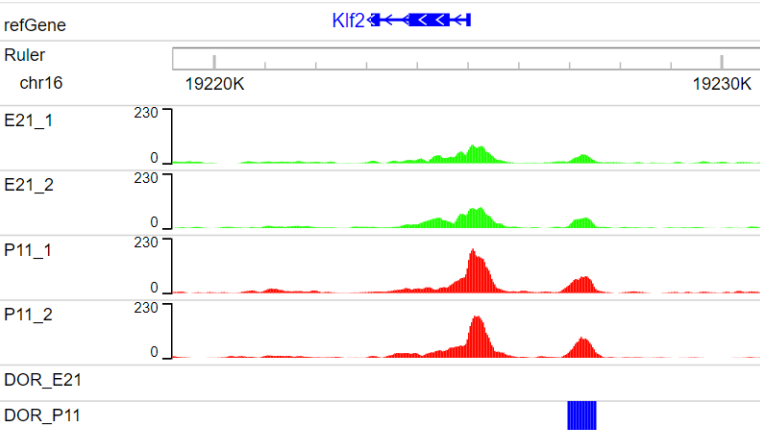

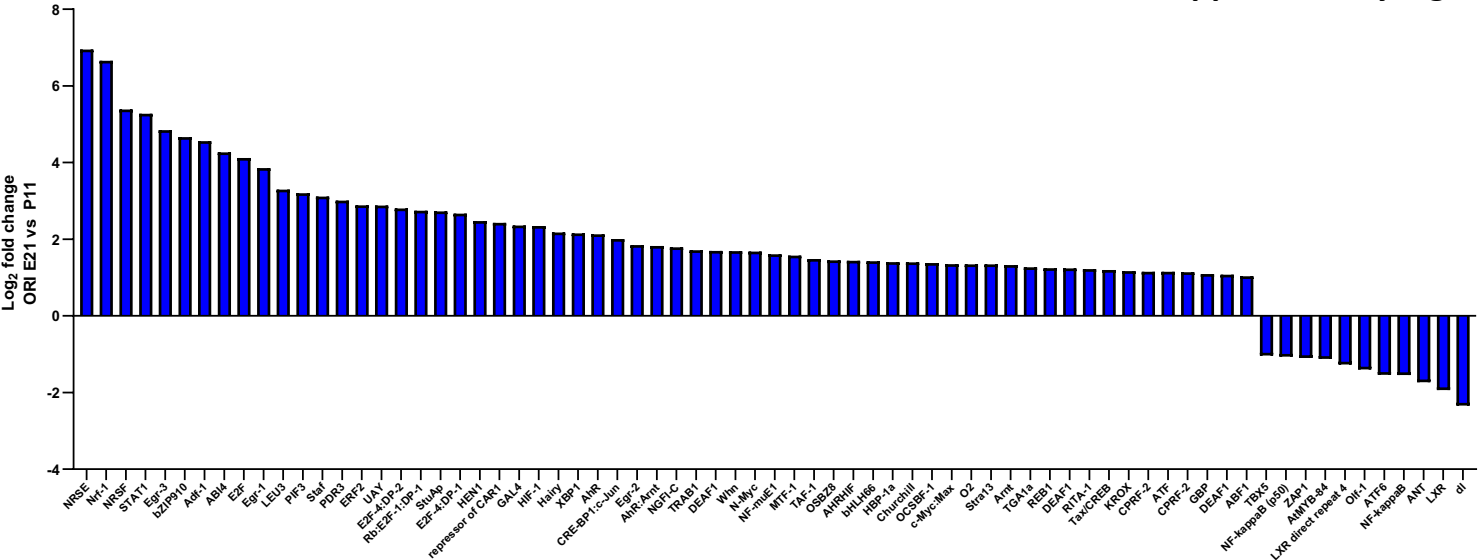

ONC/AAV-GFP

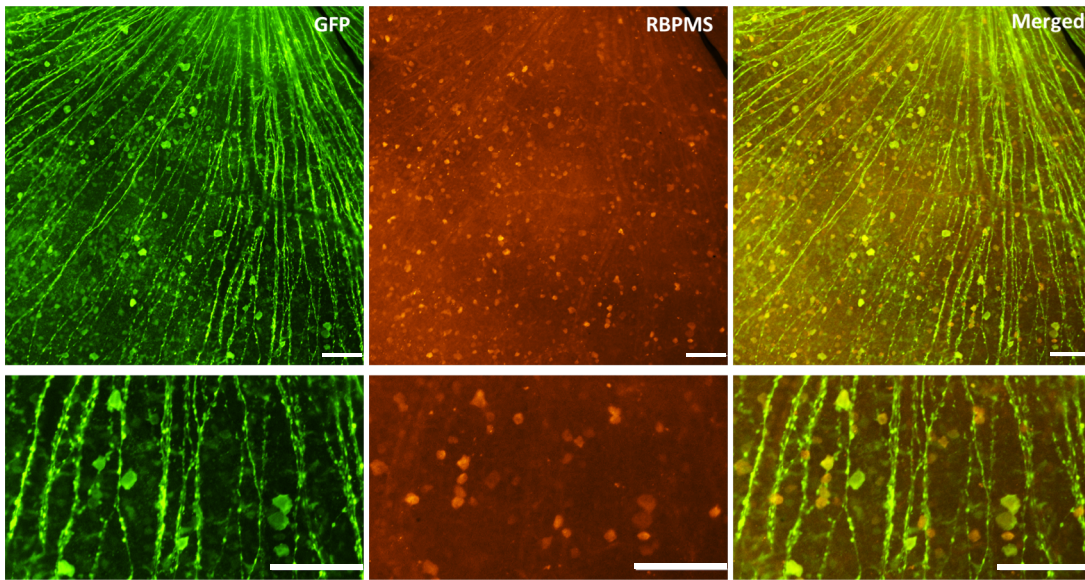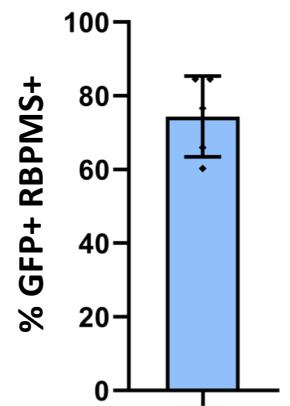

**Supplement:** Supplementary file 1 — Supplementary Figures.

How the deposited data were processed for this re-analysis (not part of the article)

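RNA sequencing of immunopanned rat RGCs was analysed from 4 libraries at E21 and 4 at P11, each from an independent litter. The ATAC-seq, proteomic and optic nerve injury experiments were not analysed here. The authors dissociated the retinas with papain and purified the cells by panning, which took 3 to 4 hours together, depleted ribosomal RNA, made libraries with a SMARTer kit and sequenced them on a HiSeq instrument. The paper states that expression changes during dissociation are small and limited to immediate early genes. The authors trimmed the reads with Cutadapt, filtered them with PRINSEQ, aligned them with STAR to Rnor_6.0 and counted them with HTSeq, and deposited raw counts per Ensembl gene ID for each library, without normalization or pooling. Tested on the values, the normalized counts in Supplementary File 1 equal the deposited counts times 1 factor for each library. The paper's text does not name the annotation release or the strand setting of the counting, so genes that overlap another gene, on either strand, may share reads.

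From the counts, everything else was computed with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 in R 4.3.3 and with scipy 1.17.1 in Python. Genes were filtered with edgeR's filterByExpr, which left 14043 of 32623, normalized by TMM and tested with edgeR's quasi-likelihood test with robust estimation and Benjamini-Hochberg adjustment over the genes tested. A gene passed at an adjusted p below 0.01 and a log2 fold change beyond 1. Standard errors are the size of the log2 fold change divided by the square root of the test's F. The depth per library is between 13899299 and 20116017 counted reads. A floor of 3 counts was used, and a fold against a stage with every library at or below it is given as a lower bound. Exact permutation tests and Fisher's exact tests are two-sided.

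Gene symbols were taken only from Supplementary File 1. The part of that table used here held 1998 of its 15836 rows, those with the lowest gene IDs, so 13 of the 72 genes that the paper names for its RNA-seq data could be paired. The result of 1 of these genes is not reported here. The RefSeq gene table at hand paired 0 of the Ensembl IDs. The design called for protein-coding genes where biotypes covered at least 80% of IDs. They did not, and all genes were used, while the title of the paper's table names protein genes. Gene families were defined by symbol patterns for lack of GO and KEGG annotations, and each was compared with all other named genes tested. Each family was tested with Fisher's exact test, with Benjamini-Hochberg adjustment over 22 tests and a threshold of 0.05. Odds ratios have 0.5 added to each cell where a cell is empty. The sets of cell type markers all had fewer than 80% of their genes named, so a comparison of whole sets was void, and single markers are reported instead. The relation between transcription factor RNA and motif enrichment, the ratio of pan-RGC markers to other markers, and corrections for gene length and GC content were not run for the same reason.

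The sample mapping, the thresholds of the gene test, the families, the alternatives and the rule for naming genes were set before the data were examined. That rule covers the genes that the paper names, the 5 largest changes in each direction among genes with separate libraries and at least 100 counts in every library of the higher stage, and the largest change in each direction in each family. Of the 5, at most 2 IDs without a name are printed in each direction. Other genes named in the text, such as Unc5b, Kcnv1, Rplp0, Rps27a, Tet1, Prmt2, Hdac2, Tgfbr3, Flt4, Egfr, Kit, Agpat3, Adamts4, Grik2, Hes1, Pde6b, Gad1, Prkca, Atf3, Dusp1, Btg2, Egr2, Erg, Rgs5, Notch3, Enpp2, Kl and P2rx7, were chosen after their values were seen. The family threshold of 0.05 was set when the tests were written.

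The alternatives were the DESeq2 Wald test, DESeq2 size factors, library size and upper-quartile scaling, no filter beyond 1 count in any library, at least 10 counts in every library, edgeR's glmTreat against a log2 fold change of 1, an adjusted p of 0.05, the replicate number as a block, each of the 8 libraries left out, and for families limma's camera and an exact test within tertiles of mean expression. The replicate numbers are those of the sample labels. The methods name independent litters and no pairing. The gene tests were tested on simulated data before use. With 200 of 14043 simulated genes changed, edgeR called 199 and DESeq2 196, with no unchanged gene called. The tests of gene lists were tried on simulated lists only after they had first been run on the libraries. Of 50 simulated lists of each kind, among 1800 genes for the family tests and 5000 for the others, Fisher's exact test and the test within tertiles each called all 50 enriched lists and 0 random ones. These lists were larger than most of the families, most genes of the enriched ones were changed, and the threshold was an unadjusted p below 0.05. They do not show what the adjusted tests can detect in families of 6 genes. The test of shared variation called 49 lists with a shared term and 3 random ones, and the test of library order called 50 lists with a planted order and 2 random ones.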

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

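The tests of the share of alignments that are not unique and of the genes outside the paper's table were chosen after those results were seen.

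Cds1 had 1 P11 library apart from the others. Replicate 4 was at 38.2 CPM, while the other P11 libraries lay between 41.3 and 41.9 CPM, so the gap made up 0.841 of the range. Among 76 groups of 4 libraries examined this way, 1 stood apart to this degree, where chance gives 3.8, so nothing beyond chance needs an explanation. The difference is small against the change between stages, and the call for Cds1 held with each library left out. No biological explanation was tested.

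The share of alignments set aside because they were not unique was 5.53 percentage points higher at E21 than at P11. It ranged from 37.4% to 42.2% in the E21 libraries and from 31.7% to 36.3% in the P11 libraries, higher in every E21 library (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0429 over 9 measures). The paper's methods mention that the numbers of aligned and uniquely aligned reads were assessed, and its text gives no values of them for the RNA-seq libraries. Sequencing depth is 1 technical explanation, and it predicts that the deepest P11 library exceeds the shallowest E21 library. Instead the shallowest E21 library was 1.10 percentage points above the deepest P11 library, which goes against depth. Residual ribosomal RNA and reads shared between gene copies were not tested, since the alignments themselves were not used here, and neither was a biological explanation. The stage and the batch of library preparation cannot be told apart, since no batch is named for these libraries.

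Of 21 gene IDs that have at least 10 counts in all and fall within the range of the paper's table without being in it, 16 could be tested and 7 passed both thresholds, 3 higher at E21 and 4 higher at P11. Their log2 fold changes ran from -3.38 to 1.41. These calls come from the same edgeR test as the rest. The title of that table names protein genes, and whether these IDs are outside it for that reason was not tested. Their biotypes were not used here, so neither a technical nor a biological explanation was tested for their being outside the table.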

How the results depend on the processing

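The number of differentially expressed genes, 3462, stayed within 1.5 times under every alternative run, from 2317 with glmTreat to 4205 without a filter, with 3446 to 3600 across the 8 fits that each left out 1 library. For each alternative run, no gene was called in a direction opposite to its call here. The numbers in each direction moved further in some settings, to 668 genes higher at E21 with glmTreat, against 1146, and to 1523 genes higher at P11 with at least 10 counts in every library, against 2316. The latter filter removes genes with few counts at E21. The share of called genes higher at P11 was between 62.7% and 71.2%. No scaling moved the median log2 fold change of all genes by more than 0.1, the lowest median being -0.05 with library size alone.

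Extracellular matrix and ligand-gated channel genes kept their direction and their side of the threshold in every alternative run. Ribosomal protein genes did so except with glmTreat (odds ratio 6.87, adjusted p = 0.282, Fisher's exact test), where the log2 fold changes of the family lie so close to the fold threshold of 1 that few members can pass. Growth factor receptor genes at P11 were no longer past the threshold without a filter (odds ratio 9.86), with at least 10 counts in every library (3.63, where only 3 of the 6 genes remained), within tertiles of mean expression (7.33) and with camera, where their median log2 fold change was -1.64. The same camera median is opposite to an enrichment at E21 (adjusted p = 0.563). The camera median of transcription factor genes, 0.0011 (adjusted p = 0.721), is too close to 0 to give a direction. The cause was not tested for these.

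For axon guidance genes at E21 the odds ratio was 1.05 with the DESeq2 Wald test, 1.03 with library size, 1.02 with upper-quartile scaling, 1.27 with at least 10 counts and 1.54 with glmTreat, against 0.908. None of the genes passed in any of these, so the odds ratio moved only with the 0.5 added to the empty cell, the background and, with at least 10 counts, a family of 5 tested genes instead of 6. At an unadjusted p below 0.05, 2 of the 6 were higher at E21 in the TMM fit. For lipid synthesis genes the odds ratio was 0.544 with glmTreat and 1.87 with at least 10 counts, and ranged from 0.813 to 1.37 across the fits that each left out 1 library. Agpat3 (-1.07) and Hsd17b7 (1.07) lie at the fold threshold, so 1 gene passed with glmTreat, and without P11 replicate 2 Hsd17b7 was at 0.98 and 2 passed. Camera was not run for results that combine both directions.

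The first principal component held 90.9% of the variance over all genes tested and from 97.99% to 98.7% with each library left out, against 98.2%.

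With the replicate number as a block, 3463 genes passed. Same-numbered libraries of the 2 stages come from different litters, and their deviations from the stage means had a mean correlation of 0.0255 over 14043 genes, so the numbers do not pair the libraries.

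Over 31 named genes and 513 comparisons with an alternative, 6 calls were weaker and 2 stronger, in 6 genes, and none reversed. Depth limits the genes with few counts. All 38 named genes called in the paper's table and not here fell under the expression filter. Not run were a change of biotypes, a correction for gene length or GC content with or without the block, and all settings for the pan-RGC ratio and the motif relation.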

Differences from the paper's values

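With TMM, the expression filter and all 8 libraries, no value computed here differed from the paper's by more than the limits set for it. Under some alternatives values did. The paper's 3646 genes compare with 2317 with glmTreat and 2430 with at least 10 counts in every library, its 1116 genes higher at E21 with 668 with glmTreat, and its 2530 genes higher at P11 with 1649 and 1523 in these settings. Among named genes, 84 higher at E21 passed with glmTreat and 198 higher at P11 with at least 10 counts, against 137 and 322 in the paper's table. The second principal component held 1.93% over all genes tested and 0.365% without P11 replicate 4, against about 1% in Supplementary Fig. 1A. The log2 fold change of Gap43 was 1.40 with library size and 1.41 with upper-quartile scaling, against 1.46 in the paper's table, and those of Gja1, Sema5b, Col26a1, Nfix and Runx1 differed with 1 library left out. The following are genes and families whose result here was not the one the paper states. Either a call differs, or no enrichment was detected among the named genes. A family test that detected nothing among few named genes does not go against the paper. The genes Rps4x, Enpp2, Kl and P2rx7 were picked out after their values were seen.

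The paper shows Rps4x in Fig. 1F and lists it with the ribosome terms at E21 in Supplementary File 2. Its log2 fold change here was 0.98, under the fold threshold, and the paper's own table gives 0.98. Leaving out E21 replicate 1 (1.01) or P11 replicate 4 (1.04) put it past the threshold, and the other alternatives set before the data were examined did not.

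The paper lists Enpp2, Kl and P2rx7 among the genes of terms at P11. They had 44, 48 and 18 counts over all 8 libraries and were not tested here because of the expression filter. Without the filter all 3 were called. The DESeq2 Wald test called Enpp2 and Kl, and gave P2rx7 an adjusted p of 0.0112, not past 0.01. Kl was also called without E21 replicate 1 and without E21 replicate 4. In all, 38 named genes past the thresholds in the paper's table were not called here. Without the filter 38 of them were called, and with the DESeq2 Wald test 37.

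The paper reports terms for axon guidance at E21. Among the 6 axon guidance genes named here by family symbol, 0 passed at E21 in any alternative run. At an unadjusted p below 0.05, 2 were higher at E21, and 2 passed both thresholds at P11. These 2, Sema5b and Unc5b, are in the paper's axonogenesis term at P11, so they do not go against the paper. Of 1773 other named genes, 138 passed at E21, so 0 of 6 is not distinguishable from their share. Of the genes that the paper lists under its axon guidance term, 3 were named here, Cxcr4, Gap43 and Rpl24, and all 3 passed at E21. That list holds genes the paper had already called from the same counts, so their passing is no separate test of the term.

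The paper reports enrichment of voltage-gated channel genes at P11 and of transcription factor genes at both stages. Among named genes these had odds ratios of 2.62 (adjusted p = 0.608), 1.93 at E21 (adjusted p = 0.610) and 2.02 at P11 (adjusted p = 0.439) in Fisher's exact test. None of the alternatives set before the data were examined brought any of them past 0.05. These odds ratios all lie above 1, the direction that the paper reports, and rest on 6 and 29 tested genes. Their lack of significance therefore does not go against the paper.

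The paper states that genes of lipid metabolism were not differentially expressed. Of 10 lipid synthesis genes tested here, 3 passed both thresholds, Cds1, Agpat3 and Hsd17b7, a share not distinguishable from that of other named genes (odds ratio 1.37, adjusted p = 0.868, Fisher's exact test).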

Other observations

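The tests of non-neuronal markers in P11 replicate 4, of mural cell RNA, of dissociation stress and of litters at different stages of maturation were chosen after marker values had been seen, as was the limit of -4 below, and the difference in detected genes was seen before its test was chosen.

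More genes passed the thresholds at P11 than at E21. The stages were compared with other groupings of the libraries. Of 35 splits of the 8 libraries into 4 and 4, 8 part all 4 same-numbered pairs as the real one does, and 1 of these 8, the real one, gave as many genes, so the share cannot fall under 0.125. Over all 35 splits the share is 0.0286. These splits count called genes in both directions together and do not test the excess at P11 itself. The remaining splits part 2 pairs in 24 cases and 0 pairs in 3. The other 34 splits each gave 0 genes past both thresholds, with 17 to 528 genes at an unadjusted p below 0.05 against 10861 in the real split. Those splits mix the stages, which enlarges their spread. The share of called genes higher at P11 was 66.9% in the TMM fit, the lowest of the scalings tried. These scalings differ little, with a median log2 fold change of all genes no lower than -0.05, so they are a weak test of scaling as an explanation. Low-level RNA in weakly expressed genes at P11 would confine the excess to the lowest tertile of mean expression. The share higher at P11 was 77.5% in the lowest, 60.7% in the middle and 49.8% in the highest tertile. The excess is thus absent in the highest tertile but extends beyond the lowest, and the values cannot decide on this explanation. The highest tertile alone was first read as fitting it, and that reading was changed once the middle tertile was taken into account, as the prediction written earlier required. The lower 2 tertiles hold the genes for which absence from RGCs at E21 and traces of other cells at P11 are hardest to separate.

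At equal depth of 13899299 counts, 17904 ± 114 genes were detected in E21 libraries and 18587 ± 164 in P11 libraries (SD, n = 4, exact permutation test, two-sided, p = 0.0286, adjusted p = 0.0429). A few genes taking more of the counts at E21 could lower detection, as the 100 most counted genes held 22.0% of counts at E21 and 20.4% at P11. With the 141 genes that are among the 100 most counted of any library left out, the lowest P11 library still had 379 more genes detected than the highest E21 library, which goes against this explanation. RNA of other cells at P11, taken up next, was not tested as a source of this difference.

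Genes that mark mural cells of blood vessels were far higher at P11. Rgs5 was at 1.47 CPM at E21 and 232 CPM at P11, and Notch3 at 2.12 and 176 CPM, with every P11 library above every E21 library. The paper reports terms for angiogenesis and extracellular matrix at P11 and raises the possibility that RGCs regulate the matrix around them. A candidate explanation is RNA of vessel-associated cells carried over in the P11 preparations, which would vary between litters. Rgs5 and Notch3 both put the P11 litters in the order replicate 4, 2, 1, 3, from high to low. If other genes come from the same source, they should follow that order. Of 351 other genes with a log2 fold change below -4, 100 did so, 28.5%, where chance gives 4.17%. Of 10000 random lists of unchanged genes matched on P11 expression, the median was 4.84% and the highest 9.69%. With library size or DESeq2 size factors in place of TMM, the share was 27.9% and 28.2%. Among the other genes higher at P11 it was 9.73%. Litters at slightly different stages of neuronal maturation could also give a shared order, and then genes of neuronal maturation should follow it. Of 10 ligand-gated channel genes higher at P11, 0 followed the order and 0 were highest in replicate 4. This goes against maturation, though weakly, as the channel genes are few. Stress during dissociation that differs between litters is another explanation, since the paper's methods mention changes in immediate early genes. Of 4 named immediate early genes, 2 followed the order, Atf3 and Dusp1, and 3 were highest in replicate 4, so the order alone cannot decide between stress and carried-over RNA. Dusp1 was higher at E21, at 118 CPM against 68.3 CPM (log2 fold change 0.78, adjusted p = 0.00341, edgeR), Btg2 was not distinguishable between the stages (log2 fold change 0.25, adjusted p = 0.127, edgeR), and Atf3 (-3.73) and Egr2 (-2.59) were higher at P11, so these genes do not share a direction between the stages. The share of 28.5% is in line with carried-over RNA for part of the largest increases at P11. It remains a hypothesis. The order is that of only 4 litters, only 2 of 10 mural markers were named, and any other difference shared by these litters would give the same order.

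Extracellular matrix genes had a weak tendency to vary together between P11 libraries, at the 98.3 percentile of 10000 random lists matched on expression (mean pairwise correlation 0.117 over 23 genes). This is consistent with stray matrix-producing tissue in some P11 preparations. It does not exclude expression by RGCs that differs between litters. Of the 18 matrix genes higher at P11, 3 followed the order of the mural markers and 10 were highest in replicate 4. The planned test of endothelial markers as a set was not made, since only 2 of 15 were named. These 2, Flt1 and Erg, were highest in replicate 4, and neither put the P11 litters in the order of the mural markers. Matrix expression by RGCs at P11 therefore cannot be told apart from RNA of other cells by these values.

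P11 replicate 4 lay apart on the second principal component, at 6.04. RNA of other retinal cells as an explanation predicted that more than 50% of their named markers would have their highest P11 value in that library, where chance gives 25%. Among the 10 named markers with at least 10 counts in some library, 3 did, so the prediction was not met, though the markers are too few to exclude the explanation. Pax6, 1 of these 3, is also named by the paper in RGC differentiation. Ptprc, Aif1, Gfap and Pcp2 had fewer counts and were left out. Of the named markers of endothelial, mural, fibroblast, red blood and dividing cells, 10 of 10 had their highest P11 value there. As these values had been seen before the count was made, this test cannot decide, and the position of this library may reflect cells other than retinal neurons. The component holds 0.764% of the variance, and leaving this library out changed the number of called genes to 3566. No biological explanation was tested.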
